# Regulation of stem cell identity by miR-200a during spinal cord regeneration

**DOI:** 10.1242/dev.200033

**Published:** 2022-02-14

**Authors:** Sarah E. Walker, Keith Z. Sabin, Micah D. Gearhart, Kenta Yamamoto, Karen Echeverri

**Keywords:** Axolotl, Spinal cord, Stem cell, Mesoderm, Regeneration

## Abstract

Axolotls are an important model organism for multiple types of regeneration, including functional spinal cord regeneration. Remarkably, axolotls can repair their spinal cord after a small lesion injury and can also regenerate their entire tail following amputation. Several classical signaling pathways that are used during development are reactivated during regeneration, but how this is regulated remains a mystery. We have previously identified miR-200a as a key factor that promotes successful spinal cord regeneration. Here, using RNA-seq analysis, we discovered that the inhibition of miR-200a results in an upregulation of the classical mesodermal marker *brachyury* in spinal cord cells after injury. However, these cells still express the neural stem cell marker *sox2*. *In vivo* cell tracking allowed us to determine that these cells can give rise to cells of both the neural and mesoderm lineage. Additionally, we found that miR-200a can directly regulate *brachyury* via a seed sequence in the 3′UTR of the gene. Our data indicate that miR-200a represses mesodermal cell fate after a small lesion injury in the spinal cord when only glial cells and neurons need to be replaced.

## Abstract (precis)

**Summary:** Axolotl spinal cord cells have the potential to form cells of the ectoderm and mesoderm depending on the extent of the injury they are responding to.

## INTRODUCTION

Regeneration has been observed throughout the plant and animal kingdoms for many years (Sanchez Alvarado and Tsonis, 2006). Among vertebrates, the Mexican axolotl salamander has the remarkable ability to faithfully regenerate its spinal cord after injury. This process has been most commonly studied in the context of tail amputation (McHedlishvili et al., 2012; Monaghan et al., 2007; Piatt, 1955; Rodrigo Albors et al., 2015; Zhang et al., 2000, 2002), but the axolotl spinal cord also regenerates after a more-targeted transection injury (Butler and Ward, 1965, 1967; Clarke et al., 1988; O'Hara et al., 1992; Zukor et al., 2011). These lines of investigation have identified a population of Sox2^+^/GFAP^+^ glial cells that function as bona fide neural stem cells (NSCs) in the axolotl spinal cord (Echeverri and Tanaka, 2002; Fei et al., 2014; 2016; McHedlishvili et al., 2012; Rodrigo Albors et al., 2015). These NSCs are crucial for regenerative repair, as they proliferate after injury and differentiate into new glia and neurons (Echeverri and Tanaka, 2002; McHedlishvili et al., 2012; Rodrigo Albors et al., 2015). Inhibition of NSC function by CRISPR/Cas9-mediated knockout of Sox2 results in deficient regenerative outgrowth of the spinal cord after tail amputation (Fei et al., 2014, 2016), indicating the importance of NSCs to successful spinal cord regeneration.

Early experiments aimed at determining the potential of GFAP^+^/Sox2^+^ NSCs prospectively labeled these cells with the glial fibrillary acidic protein (GFAP) promoter driving GFP expression and used *in vivo* fluorescence imaging to follow GFP^+^ glial cells after tail amputation. Most GFP^+^ NSCs gave rise to new neurons and glia, but a small proportion of labeled cells left the spinal cord and contributed to muscle and cartilage within the regenerated tail (Echeverri and Tanaka, 2002). Similar experiments using grafting of GFP^+^ spinal cords into non-transgenic animals further confirmed that spinal cord cells exited the spinal cord and contributed to cells of other lineages during tail regeneration (McHedlishvili et al., 2007).

Recent reports have identified a population of progenitors, called neuromesodermal progenitors (NMPs), that reside in the posterior of developing vertebrate embryos (Henrique et al., 2015; Kimelman, 2016b). NMPs are competent to contribute to both the mesoderm and spinal cord during embryonic development (Garriock et al., 2015; Henrique et al., 2015; Tzouanacou et al., 2009); however, their potential role in regeneration has not yet been determined. Extensive genetic and biochemical analysis determined that NMPs can be defined by the co-expression of low levels of the transcription factors brachyury and Sox2 (Gouti et al., 2017; Koch et al., 2017; Turner et al., 2014; Wymeersch et al., 2016). Moreover, the relative levels of Fgf and Wnt signaling activity regulate NMP cell fate decisions (i.e. differentiation into mesodermal progenitors or neural progenitors) (Bouldin et al., 2015; Garriock et al., 2015; Goto et al., 2017; Gouti et al., 2015, 2017; Martin, 2016; Martin and Kimelman, 2008; Turner et al., 2014). Interestingly, both Fgf and Wnt signaling are also important regulators of the NSC response to tail amputation, as inhibition of either Wnt or Fgf blocks tail regeneration (Makanae et al., 2016; Ponomareva et al., 2015; Zhang et al., 2000; Albors et al., 2015). The role of individual Fgf ligands in spinal cord regeneration is relatively unknown, whereas the expression of Wnt5 has been elegantly shown to be essential for oriented cell division and outgrowth of the spinal cord after tail amputation. However, the activity of these pathways after spinal cord transection has not been well characterized. Collectively, these findings indicate that both NMP and NSCs can give rise to cells of an ectodermal and mesodermal lineage, and may potentially use similar signaling pathways to determine cell fate decisions. However, no work to date has identified a role for NMPs in a regenerative context, nor have the underlying molecular signals that may regulate both NSC and NMP cell fate decisions been identified.

To date, a few molecular signals that are required for NSC responses to injury have been identified after both tail amputation and spinal cord transection. Sonic hedgehog, Wnt/PCP and Fgf signaling are indispensable for the pro-regenerative NSC response to tail amputation (Rodrigo Albors et al., 2015; Schnapp et al., 2005; Zhang et al., 2000, 2002). During spinal cord regeneration after transection, the transcriptional complex AP-1^cFos/JunB^ and MAP kinase signaling are crucial regulators of the NSC response to injury (Sabin et al., 2015, 2019). Additionally, microRNA (miRNA) signaling is important to fine-tune the NSC response to injury after both tail amputation and spinal cord transection (Diaz Quiroz et al., 2014; Gearhart et al., 2015; Lepp and Carlone, 2014; Sehm et al., 2009).

Recent work (Sabin et al., 2019) has uncovered an important role for miR-200a in regulating NSC responses to a transection injury in the axolotl spinal cord. After injury, miR-200a is upregulated in NSCs, where it directly represses *c-jun* expression to promote a pro-regenerative glial cell response. Moreover, miR-200a inhibition using an antisense inhibitor led to an increase in expression of genes implicated in glial scar formation and resulted in defects in axonal regrowth, indicating the importance of this miRNA in spinal cord regeneration.

Although previous work uncovered a novel role for miR-200a in regulating spinal cord regeneration, the function of miR-200a has been most extensively studied during neurodevelopment and epithelial-to-mesenchymal transition (EMT) (Trumbach and Prakash, 2015; Zaravinos, 2015). miR-200a inhibits EMT by directly repressing the expression of the transcription factor *β-catenin* (Su et al., 2012; Zaravinos, 2015), leading to maintained epithelial polarity and decreased Wnt signaling. During neurodevelopment, miR-200 family members regulate many processes, including: neuronal survival (Karres et al., 2007), neuroepithelial progenitor proliferation, NSC identity and neuroblast transition (Morante et al., 2013), and neural progenitor identity and cell cycle dynamics (Peng et al., 2012). The miR-200 family also fine-tunes signaling networks necessary for neurogenesis (Choi et al., 2008; Vallejo et al., 2011) and gliogenesis (Buller et al., 2012). These studies have provided extensive evidence that miR-200a regulates various developmental processes involved in determining cell fate. Whether miR-200a regulates such processes in NSCs during axolotl spinal cord regeneration remains unknown.

In this study, we identify a role for miR-200a in stabilizing the NSC identity after spinal cord transection in axolotl, by repressing expression of the mesodermal marker *brachyury*. Furthermore, we uncover other genes in the miR-200 pathway and provide evidence that, depending on the injury context, such as spinal cord lesion repair or spinal cord outgrowth during tail regeneration, miR-200a plays an important role in determining the identity of NSCs in the spinal cord during the regenerative process.

## RESULTS

### Transcriptional profiling identifies conserved miR-200a targets in homeostatic versus regenerating spinal cords

Recently, miR-200a was identified as a key microRNA (miRNA) that inhibits *c-jun* expression in neural stem cells (NSCs) in the spinal cord after injury, and hence plays an important role in preventing reactive gliosis and promoting a pro-regenerative response (Sabin et al., 2019). To further elucidate the role of miR-200a in spinal cord regeneration and to identify additional mRNA targets for miR-200a, we performed additional RNA-sequencing (RNA-seq) analyses on uninjured and 4 days post-injury spinal cord tissue electroporated with a control or targeted antisense miR-200a inhibitor (Fig. 1A, Table S1). 

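Spinal cord RNA of 4 groups was compared: uninjured control, 4 dpi control, uninjured miR-200a inhibitor and 4 dpi miR-200a inhibitor. Each group had 3 libraries, and by the sample labels each library pooled the spinal cords of 10 animals. Genes of cytosolic ribosomal proteins held 7.32 ± 1.4% of all transcripts in uninjured control (mean ± SD, n = 3 libraries) and 8.75 ± 1.75% in 4 dpi control. They held 15.7 ± 1.4% in uninjured inhibitor and 14 ± 1.37% in 4 dpi inhibitor libraries. Genes of neurons and synapses held 1.97% in uninjured control library 1, against 0.634% in library 5 and 0.328% in library S2, whose title gives no replicate number. Skeletal muscle genes held 7.14% in library S2 and 1.89% in library 1. Across genes, replicate libraries correlated at r = 0.82 to 0.908 in uninjured control and at 0.927 to 0.978 in the other groups. The values are TPM as the authors deposited them, and each gene carries a human identifier that holds a gene symbol, so the axolotl genes are named here by those symbols. TPM keeps no read depth, so the depth of the libraries is unknown. Differences were tested with limma on log2(TPM + 0.5) in all 12 libraries, for 14764 genes with at least 0.5 TPM in 3 libraries. On this scale a log2 fold change understates the change of genes at low TPM. A gene counted as changed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds given for Fig. 1B. The test, its thresholds and 29 lists of genes were fixed before the data were examined, and each list was compared with all other genes by camera at a preset correlation of 0.01. Since the TPM of a library sum to a fixed total, every comparison was repeated after scaling each library by the median of its ratios to the geometric mean library. The labels give animals of 2 to 3 cm with the inhibitor injected into the central canal. The paper gives 3 to 5 cm, with the inhibitor electroporated for the RNA-seq tissue and injected in the animals of its cell tracking.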

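Transcripts of immune cells rose most in control spinal cords at 4 dpi. PLBD1, a phospholipase of granulocytes, rose from a mean of 4.14 TPM in uninjured control to 103 ± 24.6 TPM (mean ± SD, n = 3 libraries; log2 fold change 4.49, SE 0.26, adjusted p = 2.49e-06 from limma). LYZ, which encodes lysozyme, rose from 85 ± 6.17 to 859 ± 82.2 TPM (log2 fold change 3.33, adjusted p = 5.37e-07). CYBB, a subunit of the phagocyte oxidase, rose from 13.5 ± 2.83 to 102 ± 11.4 TPM, and FABP1, a fatty acid binding protein, from 1.41 ± 0.548 to 41.8 ± 13.5 TPM. Of 31 leukocyte and macrophage genes, 12 were higher, none was lower and 19 did not pass the test (21 higher when adjusted over the list alone). This list moved up by a median of 2.06 on the log2 scale relative to all genes (camera, adjusted p = 1.65e-31; adjusted p = 0.0137 with an estimated correlation). Of 12 erythroid genes, none passed over all genes and 5 were higher when adjusted over the list alone, and the list moved up by 0.94 (camera, adjusted p = 0.000172; adjusted p = 0.703 with an estimated correlation). Of 33 neuronal differentiation factors, 1 was lower and 32 did not pass (2 lower when adjusted over the list alone). The lower gene was NEUROG3, at 13.5, 4.39 and 4.75 TPM in uninjured control and at 0, 0.374 and 0.391 TPM at 4 dpi (adjusted p = 0.00781, and 0.00463 to 0.157 over its alternatives). The list moved by −0.94 (camera, adjusted p = 8.61e-10; adjusted p = 0.8 with an estimated correlation), and the 52 genes of neurons and synapses, of which none passed, moved by −0.75 (camera, adjusted p = 3.38e-07; 0.8 with an estimated correlation). Camera also called skeletal muscle (−0.52, adjusted p = 0.000307), FGF targets (−0.38, 0.0271) and neural stem cells (−0.41, 0.0464) lower, and ribosomal proteins (0.37, 1.57e-07), signal recognition and translocation (0.4, 7.92e-05) and mitochondrially encoded proteins (1.495, 0.00314) higher, none of them with an estimated correlation (adjusted p = 0.387 to 0.8). Over 25 alternatives the ribosomal list turned direction under 1 and lost its call under 2. The neural stem cell list lost its call under 11. Small subunits lay above large ones in 7 of 8 complexes, by a median of 0.34 (permutation of gene labels within complexes, p = 1e-04). That p does not measure the spread between libraries. By library the difference was 0.43, 0.91 and 0.72 on the log2 scale in uninjured control. At 4 dpi it was 0.53, 1.44 and 0.96, so the groups overlapped.
C1QTNF9 and C1QTNF2, related genes of secreted proteins that may share reads, fell from 30.7 ± 15 to 1.02 ± 0.87 TPM and from 58 ± 40.8 to 2.14 ± 0.815 TPM (adjusted p = 0.0013 and 0.00458). In all, limma called 129 genes higher and 9 lower, and 1552 genes had an unadjusted p under 0.05. The number of changed genes was 311 without uninjured control library S2, 91 without 4 dpi control library 5 and 85 without library 6. With the replicate number as a replicate block 407 genes were higher and 521 lower, with NEUROD4, NEUROG1, GABRA4, SLC18A3, SLC6A6 and GFAP among the lower ones (adjusted p = 0.0128 to 0.0466). Library S2 is alone in its block in that fit and so does not bear on the difference. In a fit of the control libraries alone 5 genes passed, and PLBD1, LYZ, CYBB and FABP1 passed under every alternative.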

During normal regeneration at 4 days post-injury, there were 1163 genes that are differentially expressed (Log2 fold change ≥2-fold, *P*≤0.05) compared with uninjured spinal cords. Inhibition of miR-200a in the uninjured spinal cord resulted in 6235 transcripts with a greater than twofold differential expression compared with control uninjured spinal cords. 

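Most changed transcripts of the uninjured spinal cord were lower with the inhibitor on the deposited TPM, and after median-of-ratios scaling, which centres the libraries and so evens the directions by its construction, the changed genes went both ways. PRX, a myelin protein of the peripheral nerve, fell from 38.5 ± 14 TPM in uninjured control to 1.02 ± 0.754 TPM (mean ± SD, n = 3 libraries; log2 fold change −4.79, SE 0.8, adjusted p = 0.0019 from limma). TOP2A, a topoisomerase of dividing cells, fell from 32.7 ± 12.5 to 2.13 ± 1.53 TPM (log2 fold change −3.73, SE 0.53, adjusted p = 0.00171). CDK1, the kinase of mitotic entry, rose from 62.4 ± 16.6 to 243 ± 34.2 TPM (log2 fold change 1.98, SE 0.28, adjusted p = 0.00171). Among 37 cell cycle genes, 2 were higher, 9 were lower and 26 did not pass the test (2 higher and 8 lower when adjusted over the list alone), and after median-of-ratios scaling 9 were higher and 1 was lower. In all, limma called 6691 genes changed, and 9118 had an unadjusted p under 0.05. The median log2 fold change over all genes was −0.997, and −0.178 after the median-of-ratios scaling, so changes of gene lists are given relative to that median. After scaling, 4168 genes were changed, and 2437 genes were changed in the same direction both ways. Leaving out any 1 library gave 4804 to 7584 changed genes.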

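HBD, MRPL27, FABP1 and genes of immune cells were among those that rose with the inhibitor in uninjured spinal cords. HBD, a hemoglobin gene, was at 4.85, 21.9 and 0.562 TPM in uninjured control and at 153, 282 and 133 TPM with the inhibitor (log2 fold change 5.16, SE 1.08, adjusted p = 0.00353, and 0.00184 to 0.0942 over its alternatives, the highest where 1 uninjured control library was left). Of 12 erythroid genes 3 were higher, 4 were lower and 5 did not pass, and their median lay 0.49 above that of all genes (camera, adjusted p = 0.195). MRPL27, of the large mitochondrial ribosomal subunit, rose from 0.436 ± 0.216 TPM to 18.2 ± 6.1 TPM (mean ± SD, n = 3 libraries; log2 fold change 4.29, SE 0.55, adjusted p = 0.00136 from limma). FABP1 rose to 28.7 ± 13.8 TPM (log2 fold change 3.87), and LYZ to 682 ± 59.5 TPM (log2 fold change 3, SE 0.16, adjusted p = 1.98e-06). PRG2, an eosinophil granule protein, was at 7.16, 0 and 0 TPM in uninjured control and at 33.5, 30.2 and 37.6 TPM with the inhibitor (adjusted p = 0.0019). The 9 higher leukocyte and macrophage genes of 31 stood beside 4 lower ones and 18 that did not pass the test (9 higher and 3 lower when adjusted over the list alone). TYROBP, an adaptor of myeloid receptors, rose from 7.49 ± 2.89 to 36.9 ± 5.09 TPM, and LCP1, an actin bundler of leukocytes, from 8.73 ± 1.6 to 27.7 ± 2.8 TPM. The list moved up by 1.44 relative to all genes (camera, adjusted p = 3.96e-09; adjusted p = 0.175 with an estimated correlation). MRPL27, FABP1, PRG2, LYZ, TYROBP and LCP1 passed under every alternative. Small subunits lay above large ones in 8 of 8 complexes in this comparison, by a median of 1.79. Over all genes 490 were higher and 6201 were lower, and 92.7% of the changed genes were lower. After median-of-ratios scaling 2221 were higher and 1947 were lower, and the lower share was 46.7%.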

Interestingly, of the 6235 differentially expressed genes, only 2760 were upregulated (Fig. 1A, Fig. S1, Table S1). We used GOrilla analysis to identify gene ontology (GO) terms for the subset of genes that were significantly upregulated after miR-200a inhibition. 

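Genes of cytosolic ribosomal proteins rose together in uninjured spinal cords with the inhibitor, and initiation factors went both ways. RPL39, of the large ribosomal subunit, rose from 1660 ± 241 TPM to 4800 ± 312 TPM (mean ± SD, n = 3 libraries; log2 fold change 1.54, SE 0.2, adjusted p = 0.00142 from limma). RPS15A, of the small subunit, rose from 760 ± 138 to 2030 ± 136 TPM (log2 fold change 1.43, SE 0.22, adjusted p = 0.00185). Of 77 ribosomal protein genes, 58 were higher, none was lower and 19 did not pass the test (58 higher when adjusted over the list alone), and 72 were higher after median-of-ratios scaling. The list moved up by 2.18 relative to all genes (camera, adjusted p = 5.18e-62; adjusted p = 0.175 with an estimated correlation). EIF3C, of the initiation factor that binds the small subunit, fell from 200 ± 49.8 to 31.3 ± 29 TPM (log2 fold change −3.01, SE 0.49, adjusted p = 0.0019), and EIF4B, a helicase cofactor, from 256 ± 80.1 to 37.9 ± 34.1 TPM. Of 39 initiation factors, 2 were higher, 11 were lower and 26 did not pass (2 higher and 11 lower when adjusted over the list alone), and after the scaling 13 were higher and 4 were lower. Their median lay 0.77 above that of all genes (camera, adjusted p = 0.123, and 0.0114 after the scaling; 0.856 and 0.785 with an estimated correlation). SPCS3, of the signal peptidase, rose from 238 ± 31.9 to 623 ± 74.4 TPM. Of 24 genes of signal recognition and translocation into the endoplasmic reticulum, 5 were higher, 2 were lower and 17 did not pass (the same counts when adjusted over the list alone), and after the scaling 14 were higher and none was lower. That list moved up by 1.26 (camera, adjusted p = 1.64e-07; adjusted p = 0.175 with an estimated correlation).
Among 54 spliceosome genes, 10 were higher, 21 were lower and 23 did not pass (10 higher and 21 lower when adjusted over the list alone), against 18 higher and 7 lower after the scaling. LSM5, a small protein of the spliceosome, rose from 49 ± 6.97 to 129 ± 18.1 TPM, and PRPF6, a large one, fell from 73.5 ± 26.3 to 15.6 ± 2.84 TPM. Small and large subunits also parted in 8 of 8 other complexes that were compared, with a median difference of 1.79 on the log2 scale. None of 10 mitochondrially encoded genes passed limma, and the list moved up by 1.90 (camera, adjusted p = 0.000677; adjusted p = 0.819 with an estimated correlation). The named genes passed in the same direction under every alternative.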

GO terms involved with translation, RNA metabolism, peptide metabolism and translation initiation were significantly enriched in this geneset (*P*≤10^−24^) (Fig. S1). Interestingly, the 3475 genes that were significantly downregulated in uninjured spinal cords after miR-200a inhibition were enriched for GO terms involved with organismal development, developmental process, cellular differentiation and signaling (*P*≤10^−22^) (Fig. S1).

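Neuronal differentiation factors fell with the inhibitor in uninjured spinal cords, and no gene of that list rose. NEUROD4, a factor of neuronal commitment, fell from 13.2 ± 8.47 TPM to 1.09 ± 0.497 TPM (mean ± SD, n = 3 libraries; log2 fold change −2.99, SE 0.54, adjusted p = 0.00226 from limma), and EBF2, of maturing neurons, from 13.5 ± 9.33 to 1.85 ± 1.11 TPM (log2 fold change −2.49, SE 0.52, adjusted p = 0.00351). Of 33 such factors, 26 were lower and 7 did not pass the test (31 lower when adjusted over the list alone), and 13 were lower after median-of-ratios scaling. The list held 0.132% of TPM in uninjured control library 1, against 0.035% in library 5 and 0.0301% in library S2. With the inhibitor it held 0.011 to 0.0175%. The list moved by −0.97 relative to all genes (camera, adjusted p = 0.00859; adjusted p = 0.856 with an estimated correlation). Of 52 genes of neurons and synapses, 27 were lower, none was higher and 25 did not pass (27 lower when adjusted over the list alone), while 16 were lower and 1 was higher after the scaling. Camera did not call this list on the deposited TPM (adjusted p = 0.117) and did after the scaling (adjusted p = 0.00879), with an adjusted p of 0.856 and 0.785 at an estimated correlation, and over all genes 6201 of 14764 were lower. TUBB3, a tubulin of neurons, fell from 303 ± 294 to 43.7 ± 15.5 TPM (adjusted p = 0.0061, and 0.00295 to 0.0539 over its alternatives, with a log2 fold change of −2.87 to −1.46 and the highest p where 1 uninjured control library was left). The adhesion gene CLDN4 fell from 75.2 ± 87.2 to 1.79 ± 0.433 TPM, and PKP3, of desmosomes, from 11.7 ± 7.38 to 1.05 ± 0.193 TPM. In the epidermis list 18 of 25 genes were lower, none was higher and 7 did not pass (20 lower when adjusted over the list alone), with 5 lower after the scaling (camera, adjusted p = 0.0279; adjusted p = 0.856 with an estimated correlation).
Single genes of Wnt and FGF signaling fell too. WNT5B, a Wnt ligand, fell from 12 ± 5.94 to 1.46 ± 1.1 TPM (log2 fold change −2.73, SE 0.5, adjusted p = 0.00233), and ETV4, which answers FGF, from 36.5 ± 12.4 to 8.43 ± 2.26 TPM (log2 fold change −2.02, SE 0.29, adjusted p = 0.00173). Among 17 Wnt ligands 9 were lower and 8 did not pass (10 lower when adjusted over the list alone), and among 18 Wnt target genes 13 were lower and 5 did not pass (13 lower when adjusted over the list alone). Among 13 FGF target genes 7 were lower and 6 did not pass (9 lower when adjusted over the list alone). Of 18 FGF ligands 3 were lower and 15 did not pass (none lower when adjusted over the list alone), and their median lay 0.28 above that of all genes (camera, adjusted p = 0.628). After the scaling 6 Wnt ligands, 6 Wnt targets, 3 FGF targets and 1 FGF ligand were lower, and camera called none of the first 3 lists on the deposited TPM (adjusted p = 0.294, 0.111 and 0.123).

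**Figure D1:**
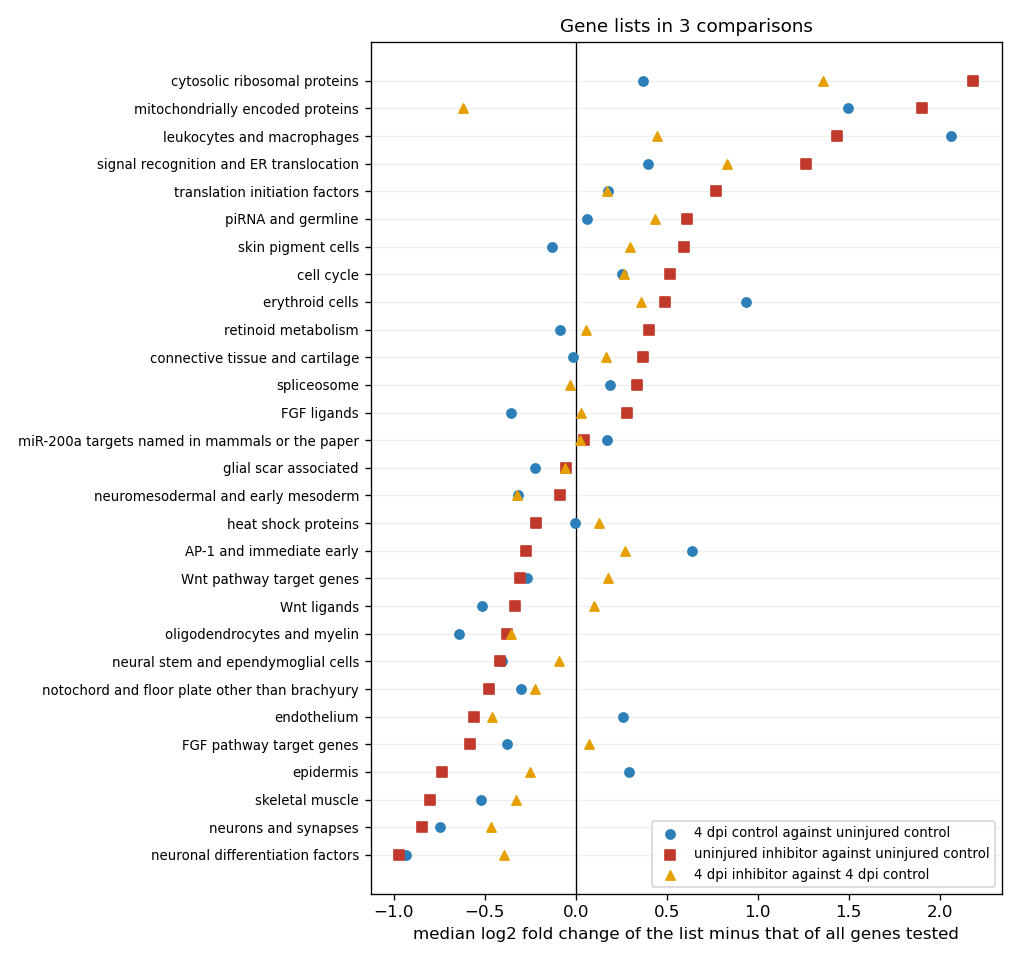
Median log2 fold change of each of 29 gene lists relative to the median of all genes (x axis, log2 of TPM + 0.5), for 4 dpi control against uninjured control (blue circles), uninjured inhibitor against uninjured control (red squares) and 4 dpi inhibitor against 4 dpi control (orange triangles). Ribosomal proteins lie at 2.18 without injury and at 1.36 at 4 dpi with the inhibitor and leukocyte genes at 2.06 after injury, and the medians on deposited TPM before this subtraction differ by the all-gene medians of −0.997 and −0.621 of these inhibitor comparisons.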

**Fig. 1.**
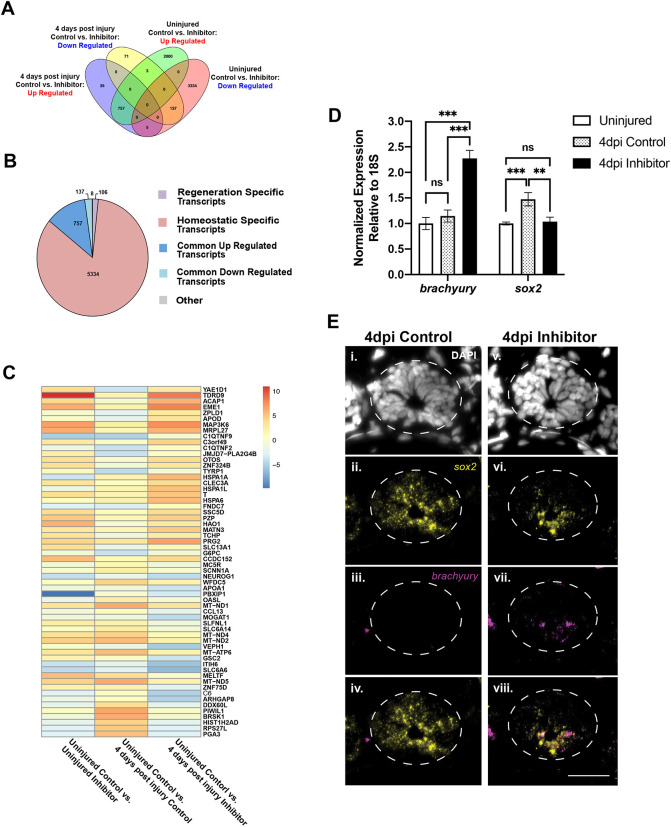
**miR-200a inhibition during spinal cord injury leads to *brachyury* expression in axolotl spinal cord stem cells.** (A) RNA-sequencing analysis identified a large subset of differentially regulated genes following injury. The Venn diagram compares the number of overlapping differentially expressed genes between uninjured, 4 days post-injury (dpi) control and miR-200a inhibitor-treated samples. (B) Pie chart showing the relative proportions of all transcripts that are differentially regulated. Regeneration-specific transcripts are defined as differentially expressed transcripts with a log2fc>1 or <1 and *P*adj<0.05 between 4 dpi control animals and 4 dpi animals treated with mir-200a inhibitor that were not differentially expressed in uninjured animals. (C) Log2fold change heat map demonstrates the 30 most up- and downregulated genes in uninjured and 4 dpi control versus miR-200a inhibitor-treated spinal cords. This analysis revealed that the transcription factor *brachyury* (*T*) is dramatically upregulated after miR-200a inhibition. (D) qRT-PCR analysis confirmed that miR-200a inhibition led to increased *brachyury* expression and blocked the upregulation of the neural stem cell marker *sox2* in 4 dpi spinal cords (*n*=3). (E) Fluorescent *in situ* hybridization confirmed the qRT-PCR analysis and revealed miR-200a inhibition leads to *brachyury* expression (*n*=5) in spinal cord cells and a failure to upregulate *sox2* expression (*n*=3). **P≤0.01, ***P≤0.001 (one-way ANOVA). ns is not significant. Data are mean±s.d. Scale bar: 50 µm.

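On the deposited TPM, genes lower with the inhibitor at 4 dpi were for the most part lower in uninjured spinal cords too, and after median-of-ratios scaling limma called no gene lower at 4 dpi (255 were lower at an unadjusted p). In both comparisons 25 genes were higher, 214 were lower and 2 moved in opposite directions, which makes 241 shared genes. The opposite genes were C1QTNF2 and C1QTNF9, lower without injury and higher at 4 dpi. Lists of these sizes drawn independently would share 1.03 higher and 103 lower genes. The comparisons have no library in common, but both come from the same fit of 12 libraries, with the same variance estimate for a gene in each. The lists are therefore not independent, and these numbers do not test the overlap. Changes without injury and at 4 dpi correlated at r = 0.653 across genes, which are not independent replicates. By the definition in the legend, 36 genes were changed at 4 dpi and not in uninjured spinal cords, and 6450 only in uninjured spinal cords. Of the 36, 4 were higher: the lipid carrier APOD, ZPLD1, C3orf49 and T, which is brachyury. C3orf49 is named although it was chosen after its values were seen. The lower 32 included PAX3, a factor of neural crest and muscle progenitors, which was at 4.96, 1.52 and 1.19 TPM in 4 dpi control. For 27 of the 36 the change without injury had the same sign, and for 3 (COL10A1, KLHL9 and PAX3) it was exactly 0. Genes listed at 0 TPM in all uninjured libraries would give this value, so it does not show that the inhibitor had no effect on them. For none of the 36 did the inhibitor's effect differ between the states by limma's interaction test, at an adjusted p under 0.05. After median-of-ratios scaling 11 genes were shared, of which 10 were higher, and no gene was changed at 4 dpi alone. Without 4 dpi control library 1, any library of the uninjured inhibitor, or 4 dpi inhibitor library 5 or 7, no gene was shared. The shared number was 1 without 4 dpi control library 6, 104 without uninjured control library 5 and 393 without 4 dpi inhibitor library 6. It was 1106 and 1014 without uninjured control libraries 1 and S2, and 955 without 4 dpi control library 5.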

Analysis of differentially expressed genes at 4 days post-injury after miR-200a inhibition identified a total of 1007 genes that were differentially expressed compared with control spinal cords. This is a much smaller geneset and suggests more-specific genes are regulated by miR-200a during spinal cord regeneration. 

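OTOS and MRPL27 rose and ALDH1A2 fell with the inhibitor at 4 dpi. OTOS, otospiralin, rose from 25.7 ± 16 TPM in 4 dpi control to 294 ± 122 TPM (mean ± SD, n = 3 libraries; log2 fold change 3.57, SE 0.46, adjusted p = 0.0436 from limma). The mitochondrial ribosomal gene MRPL27 rose from a mean of 1.03 TPM to 17.8 ± 9.11 TPM (log2 fold change 3.67, SE 0.55, adjusted p = 0.0436). ALDH1A2, which makes retinoic acid, fell from 26 ± 12.2 to 4.95 ± 1.05 TPM (log2 fold change −2.19, SE 0.46, adjusted p = 0.0465). In all, 277 genes were changed, and 4788 genes had an unadjusted p under 0.05. The median log2 fold change over all genes was −0.621, and −0.06 after median-of-ratios scaling. After scaling 11 genes were changed, OTOS and MRPL27 among them (adjusted p = 0.0301 each). Over their alternatives the adjusted p was 0.00397 to 0.221 for OTOS, 0.0155 to 0.221 for MRPL27 and 0.0151 to 0.221 for ALDH1A2.
The smallest adjusted p of any gene was 0.0436, close to the threshold, so single libraries decide the count. No gene passed limma without 4 dpi control library 1, without uninjured inhibitor library 5, 6 or 7, or without 4 dpi inhibitor library 5 or 7. The count was 1 without 4 dpi control library 6 and 113 without uninjured control library 5. It was 1748 without uninjured control library 1, 1233 without library S2, 1113 without 4 dpi control library 5 and 599 without 4 dpi inhibitor library 6.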

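The effect of the inhibitor differed between injured and uninjured spinal cords for 4 genes, and 989 genes had an unadjusted p under 0.05 for this difference. C1QTNF9 fell with the inhibitor without injury, by a log2 fold change of −5.12, and rose by 3.4 at 4 dpi, a difference of 8.52 (SE 0.78, adjusted p = 0.0012 from limma's interaction term). The related C1QTNF2 moved by −3.44 and 3.4 (difference 6.84, SE 0.92, adjusted p = 0.0195, and 6.52 with 0.0554 after median-of-ratios scaling). LYZ rose less at 4 dpi than without injury, by 1.03 against 3 (difference −1.97, SE 0.23, adjusted p = 0.00857, and −2.27 with 0.21 after the scaling). PLBD1 rose by 3.45 without injury, and its change of 0.48 at 4 dpi did not pass (difference −2.98, SE 0.37, adjusted p = 0.0116). For no other gene was the difference called, so a gene called at 4 dpi and not without injury is not thereby shown to differ. The count of such genes was 10 without uninjured control library 1, 2 without 4 dpi control library 1, 1 without 4 dpi control library 6, and 2 without 4 dpi inhibitor library 6 or 7.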

A total of 797 genes were upregulated and 210 genes were downregulated after miR-200a inhibition (Fig. S1). 

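ZPLD1, a zona pellucida domain protein, and APOD, a lipid carrier of glia and nerve, rose most at 4 dpi with the inhibitor. ZPLD1 rose from 30.9 ± 34.1 TPM to 1030 ± 263 TPM (mean ± SD, n = 3 libraries; log2 fold change 5.56, SE 1.07, adjusted p = 0.0436 from limma), and APOD from 8.94 ± 7.47 to 238 ± 73 TPM (log2 fold change 4.91, SE 1, adjusted p = 0.044). Both varied widely between libraries without injury. ZPLD1 was at 46.8, 349 and 547 TPM in uninjured control and at 22.6, 256 and 15.3 TPM in uninjured inhibitor libraries. APOD was at 8.09, 64.2 and 163 TPM and at 5.89, 58.5 and 6.66 TPM. OASL, an interferon-induced gene, fell from 44 ± 21.4 to 3.79 ± 1.49 TPM (log2 fold change −3.3, SE 0.59, adjusted p = 0.0436). MYH13, a muscle myosin that may share reads with its paralogs, fell from 661 ± 519 to 92.7 ± 19.3 TPM (log2 fold change −2.57, SE 0.57, adjusted p = 0.0477). Over all genes 31 were higher and 246 were lower, so that 88.8% of the changed genes were lower. After median-of-ratios scaling 11 were higher and none was lower in limma, and ZPLD1 and APOD kept log2 fold changes of 6.18 and 5.5 with adjusted p = 0.0866 and 0.0883. Over the alternatives the highest adjusted p was 0.221 for each of these genes, with 4 dpi inhibitor library 7 left out, and the lowest was 0.0164 to 0.0174.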

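Among genes of RNA and protein handling, a few rose and about as many fell at 4 dpi with the inhibitor. RPL39 rose from 2110 ± 417 TPM to 4630 ± 834 TPM (mean ± SD, n = 3 libraries; log2 fold change 1.13, SE 0.2, adjusted p = 0.0436 from limma), and RPL37A and RPL27 rose by 1.06 and 1.03. Of 77 ribosomal protein genes 3 were higher, 1 was lower and 73 did not pass the test (3 higher and 1 lower when adjusted over the list alone). As a list they moved up by 1.36 relative to all genes (camera, adjusted p = 1.56e-57; adjusted p = 0.311 with an estimated correlation). SEC61G, of the channel that takes proteins into the endoplasmic reticulum, rose from 199 ± 28.5 to 484 ± 57.3 TPM (log2 fold change 1.28, SE 0.25, adjusted p = 0.0436), and SRP54, of the signal recognition particle, fell from 106 ± 32.7 to 36.5 ± 11.4 TPM (log2 fold change −1.53, SE 0.29). The remaining 22 of the 24 genes of that pathway did not pass (1 higher and 1 lower when adjusted over the list alone), and the list moved up by 0.83 (camera, adjusted p = 3.13e-07; adjusted p = 0.238 with an estimated correlation). LSM5 rose from 60.7 ± 10.3 to 123 ± 15.1 TPM, and PRPF6 fell from 51.1 ± 17.9 to 16.3 ± 2.25 TPM. The other 52 of 54 spliceosome genes did not pass (1 higher and 9 lower when adjusted over the list alone). Of 39 initiation factors, EIF2B4 and EIF3L were lower and 37 did not pass (6 lower when adjusted over the list alone). Small subunits lay above large ones in 8 of 8 other complexes, by a median of 1.19. None of these genes passed after median-of-ratios scaling, which raised the log2 fold changes of RPL39, SEC61G and LSM5 to 1.77, 1.92 and 1.65 (adjusted p = 0.0939, 0.0892 and 0.0758) and moved those of SRP54 and PRPF6 to −0.9 and −0.94 (adjusted p = 0.115 and 0.0939), and each lost its call when any 1 of several libraries was left out, with adjusted p up to 0.221 for each but EIF3L (0.42, after the scaling).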

Genes that were upregulated were enriched for GO terms involved with nucleic acid metabolism, specifically RNA metabolism and protein localization (*P*≤10^−6^) (Fig. S1). 

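Genes of neurons were lower on average at 4 dpi with the inhibitor on the deposited TPM, where neither limma over all genes nor camera called them. Their 52 listed transcripts made up 0.518 ± 0.222% of TPM in 4 dpi control and 0.192 ± 0.0115% with the inhibitor (mean ± SD, n = 3 libraries). NEFM, a neurofilament subunit, was at 570 ± 434 TPM in 4 dpi control and 119 ± 2.59 TPM with the inhibitor (log2 fold change −1.99, SE 0.62, adjusted p = 0.0693). PRDM8, a regulator of neuronal maturation, was at 14.5 ± 7.15 and 5.26 ± 1.44 TPM (log2 fold change −1.31, SE 0.45, adjusted p = 0.0851). None of the 52 genes of neurons and synapses and none of 33 neuronal differentiation factors was changed, also when adjusted over the list alone. The list medians lay at −0.47 and −0.39 relative to all genes (camera, adjusted p = 0.42 each). After median-of-ratios scaling camera called both lists lower (adjusted p = 0.00201 each), and with an estimated correlation the adjusted p was 0.877 after the scaling and 0.989 on the deposited TPM. The 17 genes of oligodendrocytes and myelin also held no changed gene, and their median lay at −0.36 relative to all genes (camera, adjusted p = 0.618). Among 4 dpi controls, library 1 held the most neuron transcripts, 0.769% of TPM.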

Interestingly, the top GO terms enriched in downregulated genes were involved with nervous system processes, specifically synaptic signaling and chemical synaptic signaling, as well as nervous system development (*P*≤10^−6^).

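Genes with the largest changes at 4 dpi differed in how they stood in uninjured spinal cords. C1QTNF9 was at 30.7 ± 15 TPM in uninjured control, 1.02 ± 0.87 TPM in 4 dpi control and 14.6 ± 5.43 TPM in 4 dpi inhibitor libraries (mean ± SD, n = 3), and at 0, 1.17 and 0.2 TPM in uninjured inhibitor libraries. RPS27L, a relative of ribosomal protein S27 that may share reads with it, was at 46.4, 170 and 25.6 TPM in 4 dpi control and is listed at 0 in all libraries with the inhibitor. In uninjured control it was at 5.48, 2.28 and 1110 TPM, the last in library S2. APOA1, a lipoprotein of blood plasma, was at 25.7, 14.7 and 20.3 TPM in 4 dpi control and at 0, 3.86 and 2.14 TPM with the inhibitor at 4 dpi. ZNF75D, a zinc finger gene, was at 3.57, 14 and 10.9 TPM and at 0, 0 and 1.02 TPM. The adjusted p of the 4 dpi comparison was 0.0436 for C1QTNF9, 0.0494 for RPS27L, 0.0465 for APOA1 and 0.048 for ZNF75D, from limma. Of these, C1QTNF9 alone passed after median-of-ratios scaling (adjusted p = 0.0218), and over its alternatives the adjusted p was 0.0164 to 0.221. In this file 1 of 170 genes of ribosomes, initiation and splicing, EIF2B2, is listed at 0 in some library, so a value of 0 can be a failed estimate.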

Taking a more-targeted gene-level approach, we generated a heat map of the 30 most significantly upregulated and downregulated genes in all four conditions (Fig. 1C). Consistent with the GO analysis, genes involved in RNA processing, nucleic acid metabolism and protein targeting were among the most upregulated genes in our dataset (*tdrd9*, *acap1*, *eme1* and *zfp324b*). Similarly, genes involved with neurotransmitter transport, neuronal polarization, neurotrophin signaling and neuronal differentiation were among the most downregulated genes (*slc6a6*, *brsk1*, *slc6a14*, *arhgap8* and *neurog1*). 

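TDRD9, a helicase of the piRNA pathway, rose with the inhibitor in uninjured spinal cords and varied between libraries at 4 dpi. It is listed at 0 in all uninjured controls and was at 39.4, 23.1 and 46 TPM in uninjured inhibitor libraries (adjusted p = 0.0019 from limma, passed under every alternative). At 4 dpi it was at 0, 0 and 0.311 TPM in control and at 17.1, 0 and 0.124 TPM with the inhibitor (adjusted p = 0.266). EME1, a DNA repair nuclease subunit, was at 0, 0 and 0.205 TPM in 4 dpi control and at 5.94, 1.32 and 1.99 TPM with the inhibitor (adjusted p = 0.0608). Its adjusted p was 0.0348 without uninjured control library 1 and 0.0445 without library S2, within 0.0322 to 0.226 over its alternatives. ACAP1, which acts in endosome recycling, is listed at 0 in all 4 dpi controls and was at 0, 0 and 2.24 TPM with the inhibitor (adjusted p = 0.458). ZNF324B, the row for zfp324b, was at 0.216, 0 and 0.426 TPM and at 1.95, 4.58 and 0.509 TPM (adjusted p = 0.237). ACAP1, EME1 and ZNF324B did not pass without injury either. Of 13 genes of the piRNA pathway and germline, TDRD9 was higher, 3 were lower and 9 did not pass without injury (1 higher and 3 lower when adjusted over the list alone), and none passed at 4 dpi (1 lower when adjusted over the list alone).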

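NEUROG1, which starts neuronal differentiation, and SLC6A6, a taurine transporter, fell with the inhibitor in uninjured spinal cords. NEUROG1 was at 29.3, 7.44 and 6.21 TPM in uninjured control, the highest in library 1, and at 0, 1.44 and 0 TPM with the inhibitor (adjusted p = 0.00334 from limma, and 0.00221 to 0.0527 over its alternatives). SLC6A6 was at 10.8, 3.01 and 1.65 TPM in uninjured control and at 0.238, 0.254 and 0 TPM with the inhibitor (adjusted p = 0.00902, and 0.00375 to 0.0765 over its alternatives). The highest p of each came without uninjured control libraries 1 and S2, a setting chosen after the data were seen that leaves 1 uninjured control library, and the log2 fold changes were −3.34 and −2.43 there. At 4 dpi NEUROG1 was at 9.52, 1.63 and 2.56 TPM in control and at 0, 1.43 and 0 TPM with the inhibitor (adjusted p = 0.0838, and 0.0422 without uninjured control library 1). SLC6A6 was at 3.21, 0 and 0.603 TPM and at 0.131, 0 and 0 TPM (adjusted p = 0.239). BRSK1, a kinase of neuronal polarity, was at 1.75, 9.25 and 1.15 TPM and at 0.1, 0 and 0 TPM (adjusted p = 0.168), and it was at 38.3 TPM in uninjured control library S2. Without library S2 BRSK1 passed (adjusted p = 0.0335), and it passed in a fit of the 4 dpi libraries alone (0.0469). SLC6A14, an amino acid transporter, was at 2.49 ± 3.54 and 0.207 ± 0.0722 TPM (mean ± SD, n = 3 libraries; log2 fold change −1.38, SE 0.73, adjusted p = 0.198). ARHGAP8 was at 0, 2.01 and 1.62 TPM in 4 dpi control and is listed at 0 with the inhibitor at 4 dpi (adjusted p = 0.164).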

Surprisingly, the transcription factor *brachyury* (*T*) was among one of the most upregulated genes at 4 days post-injury in response to miR-200a inhibition (Fig. 1C). 

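Brachyury, row T with the identifier ENSG00000164458, was 11th by log2 fold change among the 31 genes higher at 4 dpi with the inhibitor. It stood 3.12 above the median change of all genes on the log2 scale. The rank is by the size of the change and not by p. The other listed genes of neuromesodermal progenitors and early mesoderm did not move with it. Of 16 such genes, T was higher, PAX3 was lower and 14 did not pass limma's test (1 higher and 2 lower when adjusted over the list alone). TCF15, of the paraxial mesoderm, was at 6.31 ± 2.54 TPM in 4 dpi control and 1.7 ± 0.268 TPM with the inhibitor (mean ± SD, n = 3 libraries; adjusted p = 0.0524). Genes of notochord and floor plate, tissues beside or within the spinal cord that can express brachyury, held no changed gene among 18. Of 13 named targets of miR-200a, T was higher and 12 did not pass (1 higher and 2 lower when adjusted over the list alone).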

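Brachyury transcripts were few in control spinal cords, and their spread between libraries was wider than the difference between the control groups. They were at 0.288, 0.337 and 2.39 TPM in uninjured control, with the high value in library S2, and at 0.274, 0.332 and 1.58 TPM in 4 dpi control, with the high value in library 6. The means were 1.01 ± 1.2 TPM and 0.729 ± 0.738 TPM (SD, n = 3 libraries). The log2 fold change at 4 dpi was −0.17 (SE 0.54, adjusted p = 0.918 from limma; exact two-sided permutation test p = 0.6, where 0.1 is the smallest p that 3 libraries against 3 allow). Over the alternatives the change lay between −0.63 and 0.44, and none of them gave a passing p.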

In 4 days post-injury controls, *brachyury* was not significantly upregulated in response to injury, the RNA-seq transcripts per million (TPM) values on control uninjured were 0.782 TPM versus 0.92 TPM for 4 days post-injury (Table S1). However, inhibition of miR-200a in uninjured spinal cords led to a twofold increase in *brachyury* expression (2.236 TPM), while the combination of miR-200a inhibition during injury led to a highly significant sevenfold increase in *brachyury* mRNA levels (5.8 TPM, Table S1).

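Brachyury was at 2.01, 1.76 and 2.58 TPM in uninjured inhibitor libraries, a mean of 2.12 ± 0.423 TPM (SD, n = 3 libraries) and 2.11 times the uninjured control mean. The uninjured control library S2 lay within this range, and the change did not pass the test (log2 fold change 1.06, SE 0.54, adjusted p = 0.108 from limma; exact two-sided permutation test p = 0.3). Without library S2 the log2 fold change was 1.67 (adjusted p = 0.0107), and after median-of-ratios scaling it was 1.66 (adjusted p = 0.028), within 0.0107 to 0.291 over the alternatives. At 4 dpi with the inhibitor brachyury was at 4.86, 6.69 and 5.84 TPM, a mean of 5.8 ± 0.914 TPM, above every library of the other groups. This was 7.95 times the mean of 4 dpi control (log2 fold change 2.5, SE 0.54, adjusted p = 0.0471; exact two-sided p = 0.1) and 5.77 times that of uninjured control (log2 fold change 2.33, adjusted p = 0.00762). Over 24 alternatives the change against 4 dpi control lay between 2.05 and 3.17, and the adjusted p between 0.0165 and 0.221. After median-of-ratios scaling the log2 fold change was 2.89 (SE 0.52, adjusted p = 0.0758).
The call was lost without uninjured control library 5 (adjusted p = 0.052), 4 dpi control library 1 (0.191) or 6 (0.142), uninjured inhibitor library 5 (0.0759), 6 (0.0569) or 7 (0.0594), and 4 dpi inhibitor library 5 (0.215), 6 (0.0541) or 7 (0.221). Between 4 dpi and uninjured inhibitor libraries the log2 fold change was 1.27 (adjusted p = 0.253), and the inhibitor's effects at 4 dpi and without injury differed by 1.44 (SE 0.76, adjusted p = 0.658 for the interaction).

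**Figure D2:**
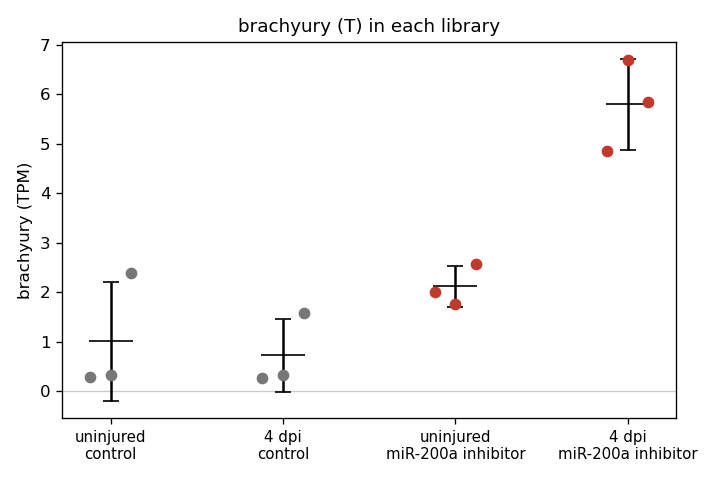
Brachyury (T) in TPM (y axis) in each library of the 4 groups (points), with the mean (bar) and SD (error line) of 3 libraries. The 4 dpi inhibitor libraries lie between 4.86 and 6.69 TPM, above all others, and uninjured control library S2 at 2.39 TPM lies among the uninjured inhibitor libraries.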

We used quantitative RT-PCR (qRT-PCR) to verify genes of interest revealed by RNA-seq; this approach confirmed that *brachyury* is detectable at very low levels in uninjured and control 4 days post-injury spinal cords, but is significantly upregulated after miR-200a inhibition in 4 days post-injury spinal cords (Fig. 1D). This is an intriguing finding, as *brachyury* is considered a classical marker of mesodermal tissue and was originally thought to be absent from the nervous system. However, more recent research has identified a bipotent cell population during development, in which some spinal cord neural progenitor cells are developmentally derived from Sox2^+^/brachyury^+^ neuromesodermal progenitors (NMPs) (Garriock et al., 2015; Tzouanacou et al., 2009; Wymeersch et al., 2016). In the axolotl, the bona fide stem cells that line the central canal are identified by the expression of the glial cell marker GFAP and the neural stem cell marker Sox2. These GFAP^+^/Sox2^+^ cells respond to the injury, divide, migrate and repair a lesion in the spinal cord, or regenerate lost cells and tissues in the context of whole-tail regeneration (Sabin et al., 2015; Fei et al., 2014; Echeverri and Tanaka, 2002, 2003; McHedlishvili et al., 2007, 2012). Given that NMPs and axolotl glial cells both express Sox2 and that *sox2* is a miR-200a target during mouse brain development (Peng et al., 2012), we assayed *sox2* transcript abundance. Interestingly, although *sox2* is slightly upregulated in control 4 days post-injury compared with uninjured spinal cords, *sox2* expression did not increase in miR-200a inhibitor-treated spinal cords. Instead, the *sox2* transcript abundance remains near uninjured homeostatic levels (Fig. 1D). This observation suggests that axolotl *sox2* is not a direct target of miR-200a as it is in mammals (Pandey et al., 2015; Peng et al., 2012; Wang et al., 2013).

To identify the cells that express *brachyury* in the 4 days post-injury spinal cord after miR-200a inhibition, *in situ* hybridization was used. Cells lining the central canal are *brachyury*^+^ after miR-200a inhibition (Fig. 1Evii) and, importantly, this is the same population of cells that express *sox2* (Fig. 1Evi,viii). Collectively, these data indicate that miR-200a inhibition leads to increased *brachyury* expression in stem cells in the axolotl spinal cord. Although these progenitor cells have been traditionally thought of as NSCs due to their expression of the classical NSC marker *sox2*, they also express low levels of the mesodermal marker *brachyury* (Fig. 1D), suggesting that they are a population of bipotent stem cells and could have broader differentiation potential.

### Inhibition of miR-200a leads to changes in cell fate after spinal cord injury

To test the impact of miR-200a inhibition and subsequent upregulation of the mesodermal marker *brachyury* on the number of NSCs or neurons in the regenerating spinal cord, we quantified the number of Sox2^+^ NSCs and NeuN^+^ neurons in control versus inhibitor-treated animals (Fig. 2A,B). miR-200a inhibition was achieved using a specific antisense inhibitor that we have previously shown to significantly reduce miR-200a levels in the axolotl (Sabin et al., 2019). As previous work has shown that NSCs residing within 500 µm of the injury site partake in spinal cord regeneration (Sabin et al., 2015), we quantified the number of Sox2^+^ and NeuN^+^ cells 500 µm rostral and caudal to the injury site. This is the cell population known to be responsible for regeneration after injury and co-express GFAP and Sox2 (Fig. S2). Specifically, we quantified Sox2 and NeuN cells at 2 weeks post-injury, when Sox2^+^ NSCs have replenished the GFAP^+^ cell population and differentiated into new neurons under normal conditions (Albors et al., 2015; Echeverri and Tanaka, 2002, 2003; McHedlishvili et al., 2007, 2012). We discovered that injection with the miR-200a inhibitor resulted in a significant increase in the proportion of Sox2^+^ NSCs in the spinal cord in both uninjured and injured tissue (Fig. 2C). Moreover, injection with the miR-200a inhibitor also significantly reduced the proportion of neurons in both uninjured and injured tissue (Fig. 2D). To determine whether the number of newborn neurons is affected by miR-200a inhibition, we quantified the number of NeuN^+^ and EdU^+^ cells. We found that, overall, significantly fewer NeuN^+^/EdU^+^ cells were found in the miR-200a inhibitor animals (Fig. 2E). Collectively, these data demonstrate that the proportion of Sox2^+^ spinal cord stem cells increases in miR-200a inhibited animals, and fewer NeuN^+^ cells are found in the inhibitor-treated animals.

**Fig. 2.**
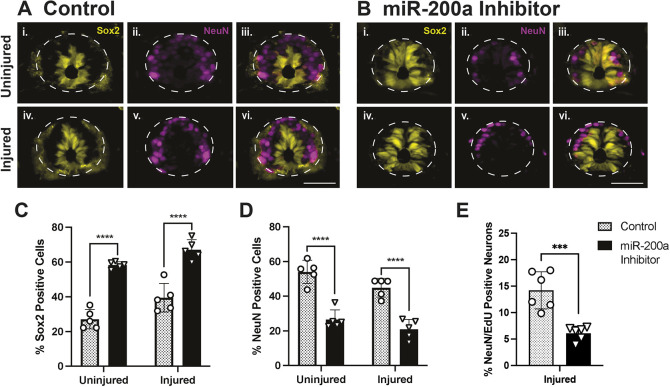
**Chronic miR-200a inhibition affects the birth of new neurons.** (A,B) Representative images of Sox2 and NeuN staining in uninjured and injured spinal cords injected with control (A) or miR200a inhibitor (B). (C) Inhibition of miR-200a for 2 weeks significantly increases the proportion of Sox2^+^ stem cells in the spinal cord throughout the regeneration zone (*n*=5). (D) Inhibition of miR-200a for 2 weeks also significantly reduces the proportion of NeuN^+^ cells in the spinal cord throughout the regeneration zone (*n*=5). (E) Moreover, miR-200a inhibition also results in a smaller proportion of newborn neurons compared with controls (*n*=6). ***P≤0.001, ****P≤0.0001 (two-way ANOVA). Data are mean±s.d. Scale bars: 50 µm.

These findings suggest that after miR-200a inhibition, either more cells remain in a progenitor-like state or the increase in *brachyury* expression changes the fate of the cells. To address this issue, we used *in vivo* cell tracking to determine the fate of these cells during regeneration of the lesioned spinal cord. Previous work tracking the fate of GFAP^+^ spinal cord stem cells during regeneration of the lesioned spinal cord found that these cells proliferate and migrate to replace the region of injured neural tube, and that this is a bidirectional process (Sabin et al., 2015). The same technique was used in these studies; the axolotl GFAP promoter driving expression of a fluorescent protein was injected into the lumen of the spinal cord, and the animals were electroporated to label small groups of cells. The miR-200a inhibitor was injected into animals with fluorescently labeled cells and then the spinal cord ablation was performed (Sabin et al., 2019). The animals were imaged every 3 days over a 2-week time period. In the control labeled animals, we found the cells behaved as previously described, the labeled cells proliferated and partook in repair of the neural tube, replenished the endogenous stem cell population and differentiated to replace lost neurons (Fig. 3A-F) (Sabin et al., 2015). In contrast, in the miR-200a inhibitor-treated animals, although the cells proliferated and partook in repair of the lesioned spinal cord, we also discovered that the cells exited from the spinal cord and differentiated into muscle cells. The labeled cells that started in the spinal cord were always found in the muscle layer adjacent or directly above the spinal cord (Fig. 3K,L). In all miR-200a inhibitor-treated animals, we observed at least one muscle fiber being formed in all animals (*n*=25), although in some animals multiple fibers were seen. The muscle cell identity was confirmed by fixing some animals and performing immunofluorescence staining using an antibody against myosin heavy chain, which is specifically expressed in muscle (Fig. S3). Additionally, in inhibitor and control animals, some cells differentiated into neurons and remained within the neural tube to give rise to new glial cells (Fig. S7). These data suggest that miR-200a represses *brachyury* in *sox2*^+^ spinal cord stem cells, maintaining the cells in neural primed state. Inhibition of miR-200a in these cells results in the co-expression of neural (*sox2*) and mesoderm (*brachyury*) markers, converting the cells into a bipotent progenitor population capable of making both neural and mesodermal cells.

**Fig. 3.**
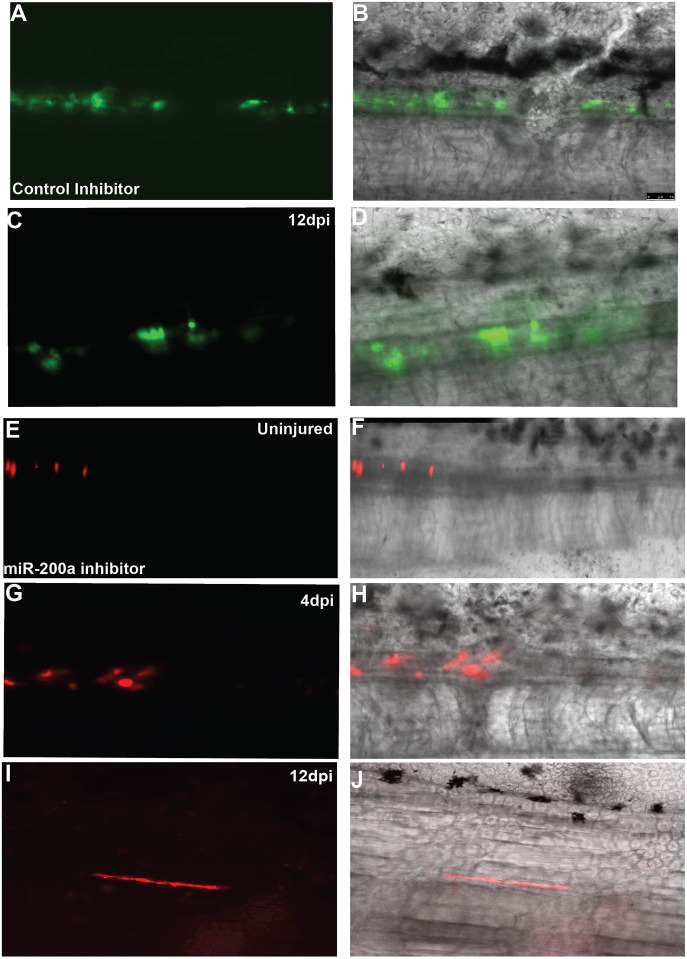
**miR-200a-inhibited spinal cord cells form muscle during spinal cord lesion repair.** (A-J) The cells lining the central canal of the spinal cord were labeled using GFAP promoter driving GFP or tdTomato by injection and electroporation. (A-D) Control cells were followed over a 14-day period and cells gave rise to new glial cells or neurons only (*n*=20). (E-J) Cells that were injected with the miR-200a inhibitor were followed in parallel over the same time period and were found to exit the spinal cord and give rise to muscle cells (*n*=25). Scale bar: 50 µm.

### Molecular regulation of progenitor cells by miR-200a

Our data indicate that inhibition of miR-200a leads to the expression of *brachyury* in stem cells within the axolotl spinal cord (Fig. 1D,E). However, the signaling pathway(s) upstream of *brachyury* expression are not known. As a first step, we first tested whether miR-200a could directly repress *brachyury* expression. The axolotl *brachyury* 3′ untranslated region (UTR) contains three miR-200a seed sequences; this indicates that miR-200a could directly regulate *brachyury* expression. Consistent with this hypothesis, co-transfection of B35 neural cells with a *brachyury* 3′ UTR luciferase reporter and miR-200a mimic led to decreased luciferase activity compared with the control mimic (Fig. S4A). This finding confirmed that miR-200a directly represses *brachyury* expression in axolotl spinal cord stem cells in homeostatic conditions and during normal regeneration.

During normal spinal cord regeneration in the context of a tail amputation model, it has been found that Wnt genes are re-expressed in the caudal 500 µm of the outgrowing spinal cord and are necessary for this outgrowth (Albors et al., 2015). Further studies have shown that inhibition of all Wnt or Fgf signaling after tail amputation abolishes regenerative outgrowth, suggesting both are necessary for spinal cord and tail regeneration (Ponomareva et al., 2015). As both Fgf and Wnt signaling regulate cell fate decisions of *brachyury*^+^/*sox2*^+^ NMPs during development, we first tested whether Fgf signaling could be affected by miR-200a inhibition during regeneration. We measured expression of *fgf8* and *fgf10* by qRT-PCR on isolated spinal cord tissue. *fgf8* expression was not significantly downregulated at 4 days post-injury after miR-200a inhibition compared with uninjured spinal cords (Fig. 4A), whereas *fgf10* expression was significantly upregulated after miR-200a inhibition in 4 days post-injury spinal cords compared with controls (Fig. 4A). This finding is consistent with the idea that miR-200a inhibition could lead to an increase in Fgf ligand expression in regenerating spinal cords. However, given that Wnt signaling directly regulates Brachyury expression (Arnold et al., 2000; Yamaguchi et al., 1999) and NMP cell fate decisions (Bouldin et al., 2015; Garriock et al., 2015; Martin, 2016; Martin and Kimelman, 2008), we wanted to further examine the role of Wnt signaling.

**Fig. 4.**
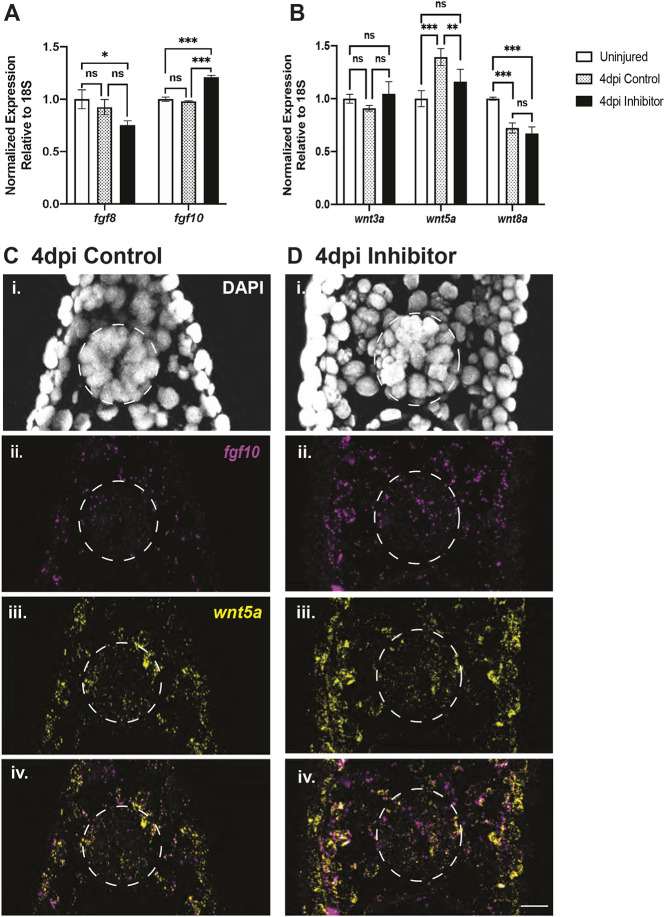
**miR-200a inhibition affects the expression of Wnt and FGF signaling ligands.** (A) qRT-PCR analysis revealed *fgf10*, but not *fgf8*, was significantly upregulated after miR-200a inhibition (*n*=3). (B) qRT-PCR analysis showed that miR-200a inhibition differentially affected the expression of *wnt5a*, but not additional Wnt ligands (*wnt3a* and *wnt8a*; *n*=3). (C,D) Fluorescent *in situ* hybridization in control (C) and miR-200a inhibitor-treated (D) animals confirmed the qRT-PCR analysis, and demonstrated an increase in *fgf10* expression and a downregulation of *wnt5a* within stem cells in the spinal cord (*n*=6). *P≤0.05, **P≤0.01, *** *P*≤0.001 (one-way ANOVA). ns is not significant. Data are mean±s.d. Scale bar: 50 µm.

The expression levels of *wnt3a*, *wnt5a* and *wnt8a* were quantified using qRT-PCR (Fig. 4B), as these Wnt ligands have been associated with maintaining NMP fate decisions. Both *wnt3a* and *wnt8* transcript levels were not significantly altered in the inhibitor-treated animals compared with controls. However, we did detect a significant difference in *wnt5a* levels. In 4 days post-injury controls, *wnt5a* was upregulated after injury, although this change in expression was not found in the miR-200a inhibitor-treated animals. To further verify the qRT-PCR results for Fgf and Wnt genes, we performed fluorescent *in situ* hybridization for *fgf10* and *wnt5*a in control and miR-200a inhibitor-treated regenerating animals. This confirmed that, indeed, *fgf10* transcript levels are upregulated in cells within the spinal cord in comparison with the control regenerating animals (Fig. 4C,D). Interestingly, *in situ* hybridization appeared to demonstrate an increase in *wnt5a* expression outside of the spinal cord in inhibitor-treated samples. However, *wnt5a* transcript levels were downregulated in cells within the spinal cord in comparison with controls (Fig. 4C,D), which was confirmed through fluorescent quantification (Fig. S4B). To better determine the expression dynamics of both *fgf10* and *wnt5a*, we further quantified the proportion of cells within the spinal cord containing either *fgf10* or *wnt5a*. We discovered that the number of *fgf10^+^* cells significantly increased in inhibitor-treated animals compared with controls. In contrast, although most cells within the spinal cord contain *wnt5a*, no significant difference was detected in the number of *wnt5a*^+^ cells between control or inhibitor-treated samples (Fig. S4C).

Although here we see only changes in *wnt5a* expression, a Wnt that is known to play an important role in regeneration (Albors et al., 2015), there are many additional Wnt ligands; therefore, Wnt signaling activity could still be affected by miR-200a inhibition. To establish a baseline for Wnt signaling activity after spinal cord injury, we assayed *lef1* expression, which is a direct transcriptional target downstream of Wnt signaling (Filali et al., 2002). *lef1* expression was significantly upregulated in control 4 days post-injury compared with uninjured spinal cords (Fig. S5A), indicating a potential increase in Wnt signaling after injury. Remarkably, *lef1* expression was significantly upregulated even further after miR-200a inhibition in 4 days post-injury compared with control regenerating spinal cords (Fig. S5A). Collectively, these data indicate that miR-200a inhibition could result in increased Wnt signaling, potentially independently of changes in Wnt ligand expression.

### miR-200a modulates Wnt signaling activity by directly targeting β-catenin

Although miR-200a inhibition could lead to increased Wnt signaling, it was not clear how this was occurring. During tumor progression, miR-200a inhibits the epithelial-to-mesenchymal transition subsequently blocking tumor cell metastasis (Su et al., 2012; Zaravinos, 2015). This is partially achieved through the direct repression of β-catenin (*ctnnb1*) by miR-200a, resulting in decreased Wnt signaling (Su et al., 2012). We did not observe a significant upregulation of a specific Wnt ligand after miR-200a inhibition in the spinal cord cells (Fig. 4B). However, as determined by *lef1* expression, miR-200a inhibition could lead to increased Wnt signaling (Fig. S5A). Therefore, we hypothesized that miR-200a might regulate Wnt signaling by targeting *ctnnb1*. To test our hypothesis, we first assayed for changes in *ctnnb1* abundance. qRT-PCR analysis confirmed that, after injury in control 4 days post-injury spinal cords, there is an increase in *ctnnb1* abundance compared with uninjured spinal cords, similar to what we observed for *lef1* (Fig. S5A). There is a slight increase of *ctnnb1* transcript levels after miR-200a inhibition compared with control 4 days post-injury spinal cords (Fig. S5A), indicating *ctnnb1* could be a direct target of miR-200a in axolotl.

To determine whether miR-200a could target axolotl *ctnnb1*, we cloned the *ctnnb1* 3′ UTR and identified two miR-200a seed sequences. We subcloned the *ctnnb1* 3′ UTR into a luciferase reporter and co-transfected cells with a control mimic or miR-200a specific mimic. There was decreased luciferase activity in miR-200a mimic transfected cells compared with control, suggesting that miR-200a could regulate *ctnnb1* expression (Fig. S5B). To confirm that the decrease in luciferase activity is due to direct regulation by miR-200a, we mutated both seed sequences in the *ctnnb1* 3′ UTR and repeated the luciferase experiments. Mutation of the miR-200a seed sequences completely alleviated the repression, confirming that axolotl *ctnnb1* is a direct target of miR-200a, similar to mammals (Fig. S5B).

Taken together, these data are consistent with the idea that miR-200a could modulate Wnt signaling through the direct regulation of *ctnnb1* levels. Inhibition of miR-200a leads to increased *lef1* expression, which is indicative of increased Wnt signaling. Increased levels of Wnt signaling may contribute to the increased *brachyury* expression and changes in *fgf10* levels in axolotl stem cells after spinal cord lesion.

### The role of spinal cord stem cells in spinal cord injury versus tail regeneration

We have shown that when a lesion occurs in the axolotl spinal cord, the glial cells adjacent to the injury site respond to the injury cue and proceed to behave like NSCs; they divide, migrate, self-renew and replace lost neurons. However, previous work has shown that during spinal cord regeneration after tail amputation, rather than injury, these glial cells can transdifferentiate and give rise to cells of both the ectodermal and mesodermal lineage (Echeverri and Tanaka, 2002; McHedlishvili et al., 2007). We next examined the expression of *brachyury* in the context of whole tail regeneration and discovered that it is expressed in the *sox2^+^* stem cells of the spinal cord 500 µm adjacent to the injury site at 4 days post-amputation (Fig. S6). To determine whether this is an attribute of the larval animals only, we also examined regenerating tail tissue from 2-year-old adult animals. Using qRT-PCR, we discovered that miR-200a is significantly reduced at 7 days post-tail amputation in adult animals (Fig. 5A). Moreover, *in situ* hybridization revealed that the progenitor cells in the adult spinal cord also co-express *brachyury* and *sox2* during tail regeneration (Fig. 5B,C). These data suggest that, during spinal cord regeneration, the cells lining the central canal determine what tissue types need to be restored. When only a small region of the neural tube needs to be regenerated following injury, the progenitor cells adopt a NSC state to successfully regenerate the spinal cord. During whole-tail regeneration following amputation, when multiple tissue lineages must be regenerated, these cells within the spinal cord become bipotent progenitors capable of making mesoderm and ectoderm (Fig. 6). Collectively, these experiments have shed light on the context-dependent nature of miRNA signaling during spinal cord lesion repair versus tail amputation, and have identified new signaling pathways that regulate progenitor cell fate during axolotl spinal cord regeneration.

**Fig. 5.**
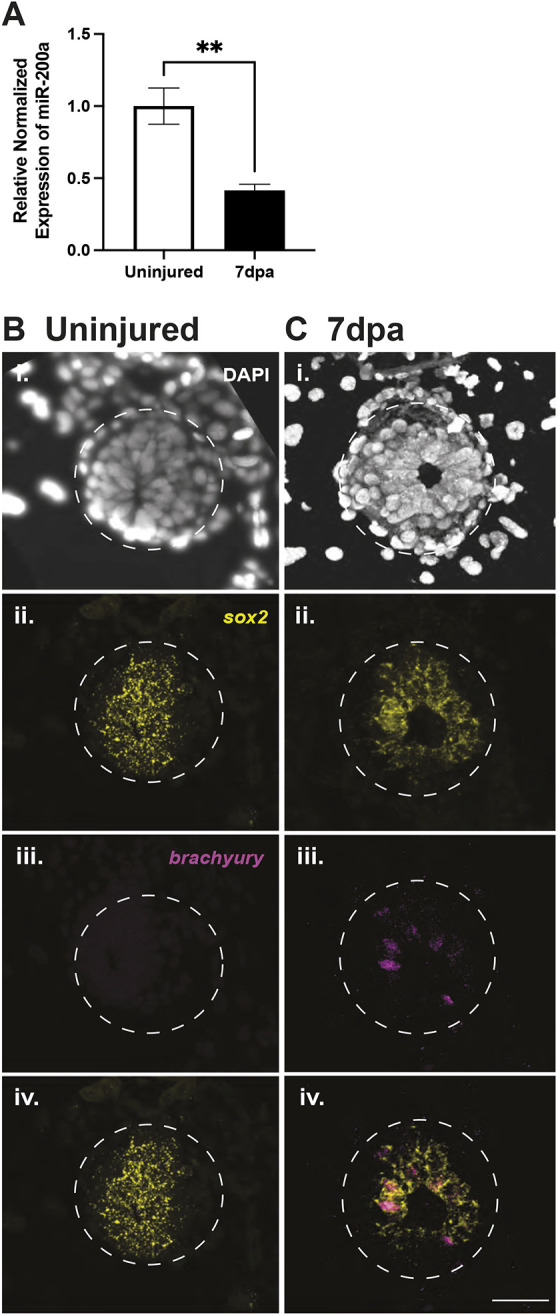
**Spinal cord amputation leads to *brachyury* expression in spinal cord stem cells.** (A) qRT-PCR demonstrates that miR-200a is significantly reduced in the adult spinal cord at 7 days post-tail amputation (dpa) in comparison with uninjured spinal cord tissue (**P≤0.01, unpaired *t*-test; *n*=3). (B) Fluorescent *in situ* hybridization revealed that *sox2* is expressed within the uninjured adult spinal cord, while *brachyury* is absent (*n*=2). (C) At 7 days post-amputation, *brachyury* was localized to spinal cord stem cells that share an overlapping expression pattern with *sox2* (*n*=2). Scale bar: 50 µm.

**Fig. 6.**
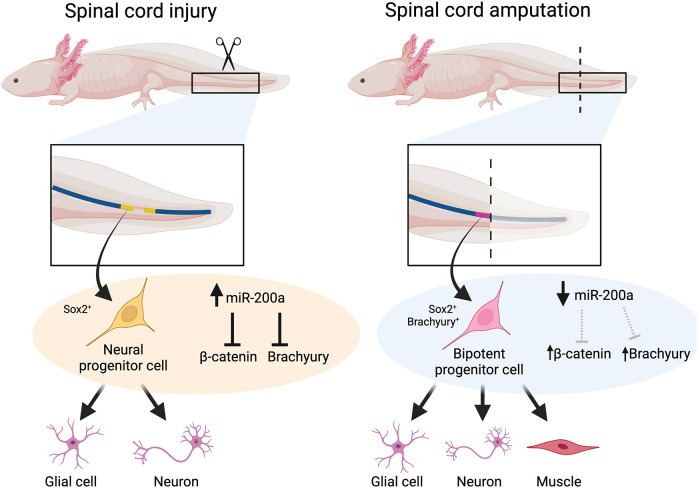
**A proposed model for the role that miR-200a plays in different injury paradigms.** (Left) When a lesion occurs in the spinal cord, miR-200a levels remain high, which inhibits *brachyury* expression and modifies levels of β-catenin, potentially stabilizing a neural stem cell identity in the cells adjacent to the injury site. After spinal cord injury, these cells replace neurons and glial only. (Right) In contrast, when the tail is amputated, progenitor cells respond to injury cues and replace multiple cell types of different developmental origins. These cells in the spinal cord then upregulate *brachyury* in the *sox2*^+^ stem cells of the spinal cord and direct these cells to proliferate and form cells of both ectodermal and mesodermal origin.

## DISCUSSION

The current study has identified miR-200a as a regulator of stem cell fate in the regenerating axolotl spinal cord. GO term analysis of genes downregulated in the uninjured and 4 days post-injury spinal cord after miR-200a inhibition showed that these genes were involved with nervous system development, organismal development, synaptic signaling and cellular differentiation (Fig. 1, Fig. S1). Specifically, genes involved with neuronal differentiation (*neurog1* and *neurod4*) and neuronal processes like synaptic transmission (*chrnb1* and *gabra4*) and neurotransmitter uptake (*slc6a6*, *slc18a3* and *slc6a14*) were downregulated (Fig. 1, Fig. S1). This suggests that miR-200a normally functions to promote NSC identity. This is consistent with multiple reports across various species that inhibition of miR-200a and other miR-200 family members results in the loss of neural progenitor identity and precocious neuronal or glial differentiation (Buller et al., 2012; Choi et al., 2008; Morante et al., 2013; Peng et al., 2012; Trumbach and Prakash, 2015; Vallejo et al., 2011). However, we have found that, in the axolotl spinal cord, even in uninjured conditions in larval or adult axolotls, the cells lining the central canal express low levels of *brachyury* and *sox2*, the classical markers of mesoderm and neural stem cells (Fig. 1D, Fig. 5). These cells may represent a bipotent progenitor cell population and our data suggest that increased levels of *brachyury* are necessary for a progenitor to make the decision to exit the spinal cord and become a cell type of mesodermal origin (Fig. 6).

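In uninjured spinal cords 25 genes of neural stem and ependymoglial cells held 17 that were lower with the inhibitor, none higher and 8 that did not pass (17 lower when adjusted over the list alone), and after median-of-ratios scaling 4 were lower and 2 higher. Camera did not call this list, whose median lay at −0.42 relative to all genes (adjusted p = 0.129, and 0.167 after the scaling). SOX2, the stem cell factor, fell from 115 ± 101 TPM, with 232 TPM in library 1 against 57.2 and 57.5 TPM in the others, to 22.2 ± 4.47 TPM (mean ± SD, n = 3 libraries; log2 fold change −2.03, SE 0.51, adjusted p = 0.00683 from limma, and −2.37 to −1.1 with 0.0044 to 0.0731 over its alternatives). CHRNB1, an acetylcholine receptor subunit, fell by a log2 fold change of −2.05 without injury (adjusted p = 0.00512), which did not pass after the scaling (−1.15, adjusted p = 0.111; highest of its alternatives 0.26). SLC18A3, the vesicular acetylcholine transporter, fell by −2.2 (adjusted p = 0.012, and 0.00416 to 0.0765 over its alternatives). GABRA4, a GABA receptor subunit, did not pass without injury (0.00694 to 0.864 over its alternatives), and it passed without uninjured control library S2 (adjusted p = 0.00694) and with a replicate block (adjusted p = 0.0284). SLC6A14 did not pass without injury.
At 4 dpi CHRNB1 was at 25.5 ± 6.04 TPM in control and 7.4 ± 0.793 TPM with the inhibitor (adjusted p = 0.0602). GABRA4 was at 3.98 ± 1.45 and 0.814 ± 0.118 TPM (adjusted p = 0.0669), SLC18A3 at 60.6 ± 49.6 and 9.11 ± 2.08 TPM (adjusted p = 0.0537), and NEUROD4 at 3.66 ± 2.82 and 0.691 ± 0.214 TPM (adjusted p = 0.0841). Left out 1 at a time, uninjured control library 1 gave adjusted p of 0.0248 for CHRNB1, 0.0268 for GABRA4, 0.0213 for SLC18A3 and 0.0404 for NEUROD4. Uninjured control library S2 gave 0.0252 for CHRNB1, 0.0326 for GABRA4 and 0.0338 for SLC18A3, and 4 dpi control library 5 gave 0.0415 for SLC18A3 and 0.0443 for NEUROD4. In a fit of the 4 dpi libraries alone CHRNB1, GABRA4 and SLC18A3 passed as well (adjusted p = 0.0412, 0.044 and 0.044). Against uninjured control, the 4 dpi inhibitor libraries were lower in NEUROD4 (log2 fold change −3.37, adjusted p = 0.00193), SLC18A3 (−3.59, 0.00246), GABRA4 (−2.86, 0.00293), CHRNB1 (−1.69, 0.0162), NEUROG1 (−3.9, 0.00475) and SLC6A6 (−3.03, 0.009). From the lower genes of neuronal differentiation, synaptic transmission and neurotransmitter uptake, the paper proposes that miR-200a normally promotes neural stem cell identity.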

During embryonic development in multiple species, a small population of cells that co-expresses Sox2 and brachyury have been identified and are now called neuromesodermal progenitor cells (Gouti et al., 2014; Henrique et al., 2015; Jurberg et al., 2013; Kimelman, 2016b; Taniguchi et al., 2017; Tsakiridis et al., 2014; Tsakiridis and Wilson, 2015; Turner et al., 2014; Tzouanacou et al., 2009). Neuromesodermal progenitor cell commitment to the neural lineage is partially determined by the relative levels of Sox2 compared with brachyury, given that the two transcription factors function to antagonize one another (Koch et al., 2017), and by the respective levels of Fgf versus Wnt that the progenitor cells encounter (Goto et al., 2017; Row et al., 2018; Turner et al., 2014). To date, a definitive population of neuromesodermal progenitors has not been defined during axolotl development; however, work published by Taniguchi et al. has shown that a posterior region of the axolotl neural plate is positive for *brachyury* and *sox2*, and that this region gives rise to mesoderm during development (Taniguchi et al., 2017). This finding is consistent with the idea that the axolotl may also have a bipotent progenitor pool of cells established during early development; however, more work is needed, especially lineage tracing to establish whether the behavior of these cells is similar to their behavior in other species such as chick, mouse and zebrafish. The results we obtained using qRT-PCR and RNAscope *in situ* show that *brachyury* and *sox2* are detected in the progenitor cells of the spinal cord in both larval and adult axolotls, and suggest that axolotls retain a population of cells in the spinal cord throughout life that are bipotent. Work from McHedlishvili et al. previously showed that adult axolotl retains expression of embryonic markers of dorsal/ventral patterning, e.g. *pax7*, *pax6* and *shh* genes, that are not expressed in adult mammalian spinal cord (McHedlishvili et al., 2007). They additionally showed that, like earlier lineage tracing work in axolotl, cells from the spinal cord do in fact migrate out and form a range of other cell types, including blood vessels, skin, cartilage and muscle cells. Overall, these bodies of work indicate that the cells in the axolotl spinal cord retain a multi-potent progenitor cell state and are capable of responding to injury cues that direct them towards different cell fates as needed. Very early work on tail regeneration in salamanders had already hinted that the terminal vesicle structure formed at the growing end of the spinal cord during tail regeneration was an area of epithelial-to-mesenchymal transition where cells delaminate from the neural tube and exit to contribute to regeneration of surrounding tissues of other developmental lineages (Benraiss et al., 1997; Egar and Singer, 1972; O'Hara et al., 1992). Our data now provides molecular insight into the identity of these cells. We found that miR-200a-inhibited cells increase levels of *brachyury* and then, during regeneration of a spinal cord lesion, form muscle that is not observed in control regenerating lesions. However, we have not observed that these cells form cartilage, skin, fin mesenchyme or any other cell type. We cannot rule out the possibility that they have this potential, but lineage tracing is limited because the fluorescent protein expression is driven by the GFAP promoter, which we expect is turned off as the cells differentiate, and because imaging every 3 days means some differentiation events might be missed. We observed in all animals where miR-200a is inhibited that at least one muscle fiber is formed from the labeled cells; however, some differentiation events might be missed owing to the limitations of our labeling technique.

We also found that, in uninjured miR-200a inhibitor-treated animals, we see an increase in Sox2-positive cells and a decrease in NeuN-positive cells, as seen in injured miR-200a inhibitor-treated animals (Fig. 2B,C). This suggests that miR-200a plays a role in homeostatic maintenance of the neural stem cell population and in potentially directing these cells towards differentiation to neurons. In the future, it will be interesting to determine whether members of the miR-200 family play a role in the development of the spinal cord in axolotls. However, here we have focused on their role in regeneration and have found that miR-200a inhibition after injury specifically leads to upregulation of brachyury in the Sox2-positive neural stem cells.

It is still not clear whether brachyury directly regulates Sox2 levels in the regenerating axolotl spinal cord or whether it is via an indirect mechanism. Work from other labs in other research organisms has indicated that brachyury and Sox2 can have a mutually repressive relationship (Kimelman, 2016; Koch et al., 2017; Martin, 2016). We have shown that miR-200a directly regulates *brachyury* and *ctnnb1* via seed sequences in the 3′ UTR of these genes. When miR-200a is inhibited in the spinal cord cells, *brachyury* is expressed at higher levels in these cells, but Fgf and Wnt levels are also perturbed. Work in progress on NMPs has shown that feedback loops exist between *ctnnb1*, Fgf and Wnt genes, and hence a complex signaling network might exist that is driven by specific levels of certain regulators in these cells at particular times. An additional level of complexity is the fact that Wnt is a secreted protein and although we see its downregulation within the progenitor cells in the spinal cord, we also see that cells outside the spinal cord express Wnt (Fig. 4) and therefore the progenitor cells might also be influenced by external gradients of Wnt protein.

During development, Wnt and Fgf signaling tightly regulate neuromesodermal cell fate decisions (Goto et al., 2017; Gouti et al., 2015, 2017; Martin, 2016), and both proteins are known to play important roles in regeneration (Sun et al., 2002; Wilson et al., 2000; Zhang et al., 2000, 2002; Caubit et al., 1997; Ghosh et al., 2008; Lin and Slack, 2008; Stoick-Cooper et al., 2007; Tanaka and Weidinger, 2008; Wehner et al., 2017; Zakany and Duboule, 1993). Canonical Wnt signaling is crucial for radial glial cell proliferation during neural tube development (Shtutman et al., 1999) and for spinal cord regeneration in zebrafish (Briona et al., 2015). Therefore, it is not surprising to see a potential increase in Wnt signaling during spinal cord regeneration in axolotl. However, it is interesting that miR-200a does not regulate expression of Wnt ligands, but instead regulates *ctnnb1* levels (Fig. S5). This is reminiscent to the role of miR-200a in inhibiting EMT by repressing *ctnnb1* and canonical Wnt signaling (Su et al., 2012; Zaravinos, 2015). The increase in *ctnnb1* levels after miR-200a inhibition is not statistically significant; however, slight changes in transcript abundance can have profound effects on protein levels (Schwanhausser et al., 2011). Therefore, a modest increase in transcript abundance could represent a biologically significant increase in β-catenin protein levels.

The signals that inform injured cells what tissue must be replaced remain a mystery. Here we show that glial cells in the spinal cord appear to sense the difference between a lesion of the spinal cord that primarily needs replacement of neural stem cells and neurons, versus regeneration in the context of whole tail regeneration where cells of multiple developmental germ layer origin must be regenerated. Interestingly we find that cells of both the larval and adult tail regenerate bipotent progenitors that express *brachyury* and *sox2* in response to tail amputation, suggesting that the presence of these bipotent progenitors is not only a hallmark of embryonic development, but rather a stem cell population that is maintained in the animals specifically for regeneration. In the future it will be important to determine if all cells in the spinal cord have this potential or whether there are sub-populations of stem cells present in the axolotl spinal cord.

## MATERIALS AND METHODS

### Animal handling and spinal cord injury

All axolotls used in these experiments were obtained and bred at the University of Minnesota or the Marine Biological Laboratory in accordance with IACUAC regulations. Prior to all *in vivo* experiments, animals (3-5 cm) were anesthetized in 0.01% *P*-amino benzocaine (Sigma). Spinal cord ablations were performed as previously described (Diaz Quiroz et al., 2014; Sabin et al., 2015). Briefly, a 26-gauge needle was used to clear away skin and muscle to expose the spinal cord 6-10 muscle bundles caudle to the cloaca. Then, using the needle, a segment of spinal cord one muscle bundle thick, ∼500 μm, was removed. Animals were placed in cups and monitored for the duration of the experiments.

### Immunohistochemistry and EdU

Tissue was harvested and fixed in fresh 4% paraformaldehyde (Sigma) overnight at 4°C. Tails were then washed three times in phosphate-buffered saline+0.1% Tween 20 (PBSTw). Next, the tails were incubated in a 50:50 solution of PBSTw and 30% sucrose. Finally, tails were transferred to 30% sucrose solution and allowed to equilibrate overnight at 4°C. The next day samples were embedded for cross-sectioning in TissueTek (Sakura) and stored at −20°C.

For EdU staining, animals were injected intraperitoneal with EdU at a concentration of 0.5 μg/μl in PBS+1% Fast Green at 5 and 7 days post-injury then harvested at 14 days post-injury. The tissue was processed for sectioning as described above and stained using the Click-iT EdU Imaging Kit (Invitrogen) according to the manufacturer's instructions.

After staining for EdU, samples were processed for immunohistochemical analysis using either anti-Sox2 (1:100, ab97959, Abcam) or anti-NeuN (1:100, MAB377, Chemicon) primary antibodies as previously described (Sabin et al., 2015, 2019). Briefly, slides were subjected to a boiling citrate antigen retrieval step for 10 min and then washed with PBSTw three times for 5 min each. Samples were blocked (PBS+0.1% Triton-X+2% bovine serum albumin +2% goat serum) for 1 h at room temperature then incubated overnight at 4°C in primary antibodies diluted in blocking buffer. The next day, slides were washed four times with PBSTw and then incubated with secondary antibody (1:200, A21235 and A11011, Invitrogen) diluted in blocking buffer for 2 h at room temperature and cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (1:10,000). After secondary antibody incubation, the slides were washed four times with PBSTw and mounted in Prolong Anti-fade mounting solution (Invitrogen). For Sox2 and GFAP immunostaining, the samples were similarly processed using an anti-GFAP (Chemicon, AB5804, 1:100) primary antibody. All samples were imaged using an inverted Leica DMI 6000B fluorescent microscope. All images were generated using Fiji and cells were counted with the Cell Counter plug-in.

### Quantitative reverse transcriptase polymerase chain reaction

Injured spinal cords 500 μm rostral and 300 μm caudal to the lesion from 7-10 control or miR-200a inhibitor electroporated animals were micro-dissected and pooled for each biological replicate. Total RNA was isolated using Trizol (Invitrogen) according to the manufacturer's instructions. Subsequent cDNA was synthesized from 1 μg of DNaseI (NEB) treated RNA using either High Capacity cDNA Reverse Transcription kit (Applied Biosystems) or miRCURY LNA RT Kit (Qiagen). The qRT-PCR was carried out using Light Cycler 480 SYBR Green I Master (Roche). MicroRNA qRT-PCR was carried out with custom designed LNA primers to conserved miRNAs using the miRCURY LNA miRNA PCR Assay kit (Qiagen) and custom primers from IDT were used to quantify axolotl mRNAs: *18S*_F, CGGCTTAATTTGACTCAACACG; *18S*_R, TTAGCATGCCAGAGTCTCGTTC; *brachyury*_F, GAAGTATGTCAACGGGGAAT; *brachyury*_R, TTGTTGGTGAGCTTGACTTT; *sox2*_F, TTGTGCAAAATGTGTTTCCA; *sox2*_R, CATGTTGCTTCGCTTTAGAA; *wnt3a*_F, AAGACATGCTGGTGGTCTCA; *wnt3a*_R, CCCGTACGCATTCTTGACAG; *wnt5a*_F, ACCCTGTTCAAATCCCGGAG; *wnt5a*_R, GGTCTTTGCCCCTTCTCCAA; *wnt8a*_F, TTGCTGTCAAATCAACCATG; *wnt8a*_R, TGCCTATATCCCTGAACTCT; *ctnnb1*_F, ACCTTACAGATCAAAGCCAG; *ctnnb1*_R, GGACAAGTGTTCCAAGAAGA; *lef1*_F, GTCCCACAACTCCTACCACA; *lef1*_R, TAGGGGTCGCTGTTCACATT; *fgf8*_F, TTTGTCCTCTGCATGCAAGC; *fgf8*_R, GTCTCGGCTCCTTTAATGCG; *fgf10*_F, AAACTGAAGGAGCGGATGGA; *fgf10*_R, TCGATCTGCATGGGAAGGAA.

### Fluorescent *in situ* hybridization

All RNAscope *in situ* hybridization procedures were performed according to the manufacturer's instructions (Advanced Cell Diagnostics). In brief, cryosections were incubated in PBS for 10 min to remove the OCT, and then baked at 60°C for 30 min. The slides were next post-fixed in 4% paraformaldehyde for 15 min at 4°C, and then dehydrated in a graded series of ethanol dilutions before being incubated in absolute ethanol for 5 min. After briefly air-drying the slides for 5 min, sections were next treated with hydrogen peroxide to quench endogenous peroxidase activity for 10 min at room temperature. Next, samples were briefly washed in deionized water, then incubated in target retrieval buffer at 90°C for 5 min. Following target retrieval, the slides were rinsed in deionized water for 15 s and treated with absolute ethanol for 3 min. Slides were next permeabilized in protease III for 30 min before hybridization with RNAscope probes at 40°C for 2 h. Following hybridization, sections were placed in 5× SSC overnight. The next day, sections were incubated in Amp1 and Amp2 at 40°C for 30 min each, followed by Amp3 for 15 min. Next, slides were treated with HRP-C1 to detect *brachyury* or *fgf10*, followed by a 30-min incubation in OpaI-690 fluorescent dye. After treatment with HRP-blocking buffer, samples were next incubated in HRP-C2 to detect either *sox2* or *wnt5a*, followed by a 30-min incubation in OpaI-570 dye. After an additional treatment with HRP blocking buffer, slides were counterstained with DAPI and imaged using a Zeiss 780 confocal microscope.

### Cell tracking

Cells of the uninjured spinal cord were transfected with a construct containing a GFP or tdTomato fluorescent protein under the control of the axolotl GFAP promoter. The cells were injected and electroporated as previously described (Echeverri and Tanaka, 2003; Sabin et al., 2015). One day after electroporation, the animals were screened for fluorescent cells. Positive animals were then injected with a control inhibitor or miR-200a inhibitor and then a spinal cord lesion performed as described by Sabin et al. (2019). Animals were imaged every 3 days until the lesion site was no longer visible and the animals regained motor and sensory function, typically 12-14 days post-injury.

### Whole-mount immunohistochemistry

Animals were fixed 14 days post-injury in 4% paraformaldehyde for 1 h at room temperature. The tail portion containing the labeled cells was trimmed and processed for wholemount immunostaining. Briefly, the tissue was washed three times for 5 min in PBS+0.1% Tween-20 (PBST) and then incubated in 0.2% Triton X100 for 10 min. The tissue was then blocked in 10% goat serum plus 1% BSA for 1 h at room temperature. Tissues were incubated in an anti-myosin (1:100, MF20, DSHB) monoclonal primary antibody diluted in blocking buffer overnight at 4°C. The next day, samples were washed 4×10 min at room temperature with PBST and then incubated in an anti-mouse-Alex-568 (1:200, Invitrogen) secondary antibody diluted into blocking buffer. Samples were washed 3×30 min with PBST, and then mounted in 80% glycerol and imaged on an inverted Leica DMI6000B.

### Cloning 3′ untranslated regions for miRNA luciferase assays

For 3′ UTR luciferase experiments, primers were designed to amplify the *brachyury* and *ctnnb1* 3′ UTR based off sequences obtained from axolotl-omics.org. All the 3′ UTRs were amplified with a 5′ SpeI and 3′ HindIII restriction site: *brachyury* 3′ UTR For 1, AGCACTAGTATGTGAAATGAGACTTCTAC; *brachyury* 3′ UTR Rev 1, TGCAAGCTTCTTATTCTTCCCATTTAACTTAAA; *ctnnb1* 3′ UTR For 1, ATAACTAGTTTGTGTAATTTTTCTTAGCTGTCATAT; *ctnnb1* 3′ UTR Rev 1, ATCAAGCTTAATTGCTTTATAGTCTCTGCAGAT; *ctnnb1* 3′ UTR SDM1 For, AGTGCCTGATGAATTCAACCAAGCTGAG; *ctnnb1* 3′ UTR SDM1 Rev, CTCAGCTTGGTTGAATTCATCAGGCACT; *ctnnb1* 3′ UTR SDM2 For, ATTTAATGGTGTAGGAATTCAATAGTATAA; *ctnnb1* 3′ UTR SDM2 Rev, TTATACTATTGAATTCCTACACCATTAAAT.

The PCR fragments and pMiR Report (Life Technologies) were digested with SpeI and HindIII (NEB), and the fragments were ligated overnight at 4°C with T4 DNA Ligase (NEB) and heat-shock transformed into DH5α competent *E. coli* (Promega).

### Mutation of miR-200 sites in brachyury 3′ UTR

To mutate the 3 miR-200a and 3 miR-200b sites in the axolotl Brachyury 3′ UTR, we used the QuikChange Lightening Multi Site-Directed Mutagenesis kit (Agilent) as per the manufacturer's instructions. The nucleotides used were as follows: miR-200a1 SDM, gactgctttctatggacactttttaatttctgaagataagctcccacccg; miR-200a2 SDM, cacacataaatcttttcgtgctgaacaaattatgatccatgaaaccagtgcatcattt; miR-200a3 SDM, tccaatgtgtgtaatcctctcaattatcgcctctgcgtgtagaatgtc; miR-200b1 SDM, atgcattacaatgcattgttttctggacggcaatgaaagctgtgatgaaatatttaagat; miR-200b2 SDM, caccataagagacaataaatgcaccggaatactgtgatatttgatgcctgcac; miR-200b3 SDM, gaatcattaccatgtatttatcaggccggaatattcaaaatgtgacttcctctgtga.

### 3′ UTR luciferase experiments

B35 neuroblastoma cells were plated in a 96-well plate (Celltreat Scientific Products) at a concentration of 2.0×10^5^ cells/ml and allowed to adhere overnight. The next day, cells were co-transfected with the appropriate Luciferase 3′ UTR reporter plasmid, β-Galactosidase control, and 100 nM of miR-200a, miR-200b or control mimic (Qiagen) per well using Lipofectamine 3000 (Invitrogen). After 48 h, luciferase activity was determined using Dual Light Luciferase & β-Galactosidase Reporter Gene Assay System (ThermoFisher Scientific) according to the manufacturer's protocol.

### Pie chart and Venn diagram generation

Pie charts were generated using previously published data (Sabin et al., 2019) to represent the total number of differentially expressed genes in a given comparison using Excel. Venn diagrams were generated with Venny (v2.1.0) (Oliveros 2007-2015) and saved as .csv files to be modified in Adobe Illustrator.

### Gene ontology analysis

Gene ontology (GO) terms were determined using GOrilla (Eden et al., 2009). We used two unranked lists of genes: a background list (all differentially expressed genes in our dataset) and a target list (genes that were differentially regulated in a given comparison). Using this approach, GOrilla generated a list of enriched biological process GO terms and we selected the top 9-13 terms with the lowest *P*-value and generated representative bar graphs using Excel.

### Calculation of the proportion and distribution of neural stem cells and newborn neurons

The number of Sox2^+^ neural stem cells were counted in control and miR-200a inhibitor spinal cords at 2 weeks post-injury. The proportion of Sox2^+^ neural stem cells was calculated as (total number of Sox2+ neural stem cells/the total number of DAPI+ spinal cord cells)×100. Similarly, the proportion of neurons was calculated as (total number of NeuN^+^ cells/the total number of DAPI^+^ cells)×100. To analyze regenerative neurogenesis, control or miR-200a inhibitor animals were injected with EdU at 5 and 7 days post-injury and tails were harvested for cryosectioning at 14 days post-injury. The proportion of newborn neurons was determined as (number of NeuN^+^/EdU^+^ double positive neurons/the total number of NeuN^+^ neurons)×100.

### Statistical analyses

All results are presented as mean±s.d. unless otherwise stated. Analyses were performed using Microsoft Excel or GraphPad Prism v9. Dataset means were compared using a one- or two-way ANOVA with a Tukey test (for multiple comparisons) or Dunnett test (to compare to a control mean). When two groups were compared, an unpaired *t-*test was used. When multiple comparisons were made using an unpaired *t*-test, an adjusted *P*-value was determined using the two stage Benjamin, Krieger and Yekutieli procedure with a false discovery rate <5%. Differences between groups were considered significant at four different levels: (*P≤0.05, **P≤0.01, ***P≤0.001 and ****P≤0.0001) and are indicated in the figure legends.

## Supplementary Material

Supplementary information

# Supplementary material for: Regulation of stem cell identity by miR-200a during spinal cord regeneration
**Source:** Development. 2022 Feb 14;149(3):dev200033. doi: 10.1242/dev.200033
**Supplement:** Supplementary information

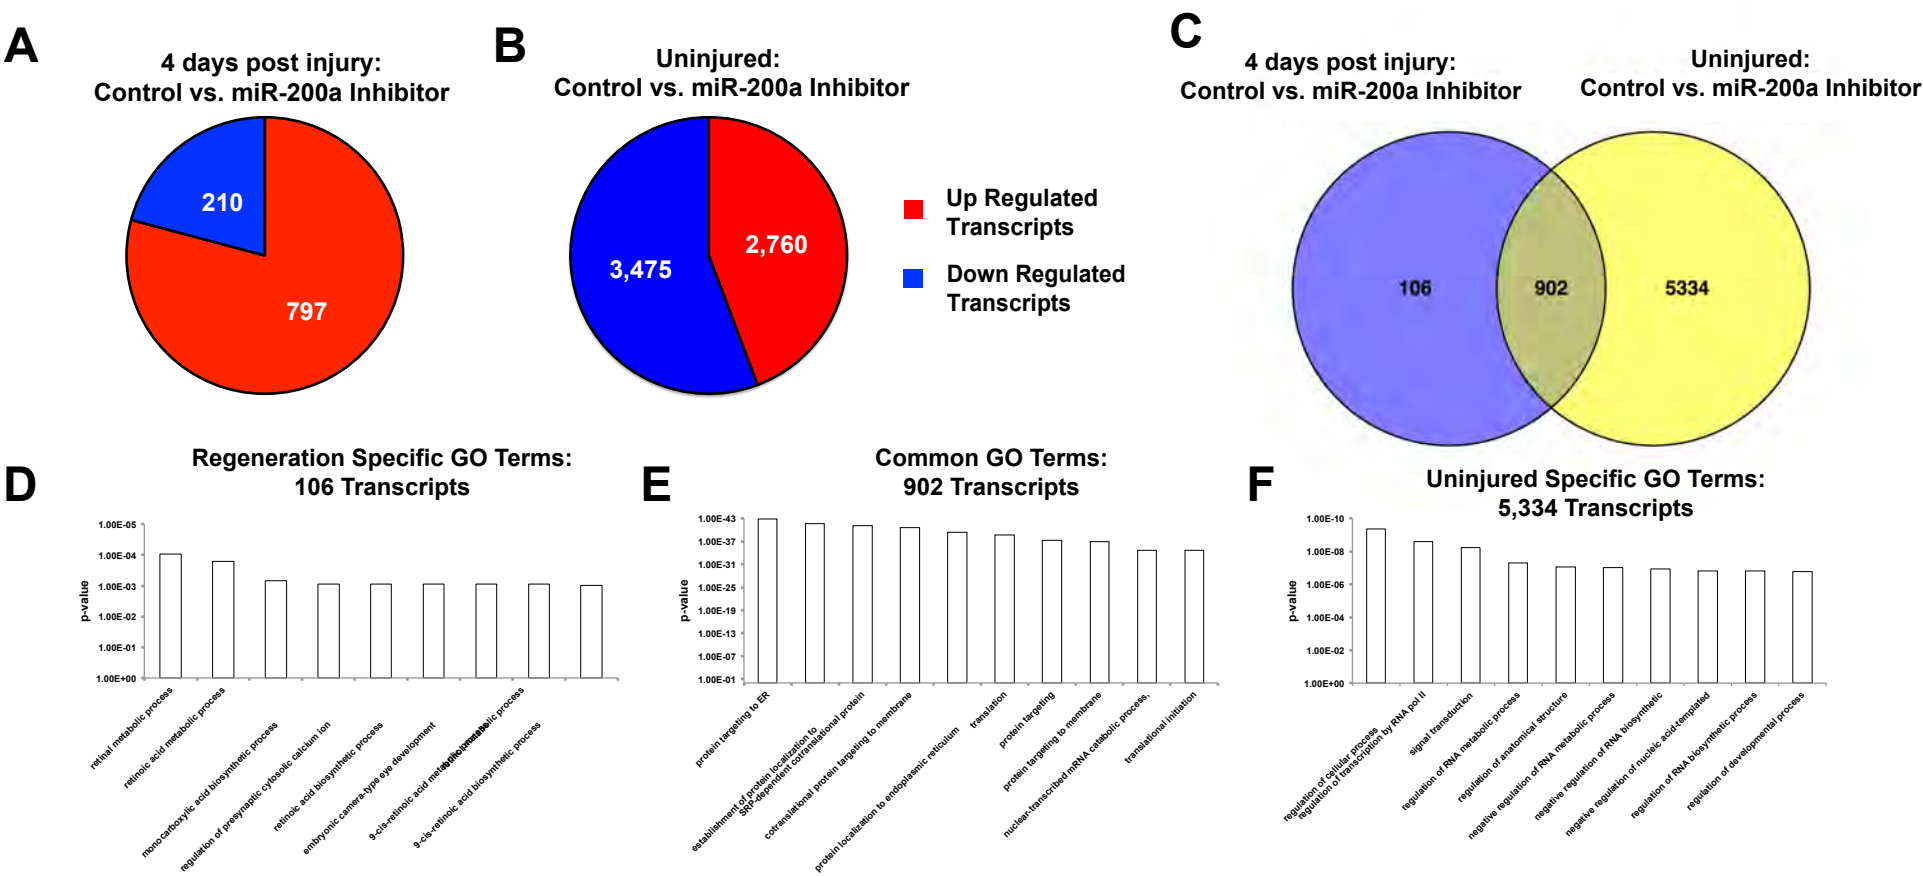

Fig. S1. miR-200a affects expression of common and unique gene sets in the uninjured and regenerating spinal cord. (A, B, C) Pie chart representation of the proportion of up-regulated (Red) or down-regulated (Blue) genes in (B) uninjured control compared to uninjured miR-200a inhibitor electroporated spinal cords or (A) 4 days post injury control compared to 4 days post injury miR-200a inhibitor electroporated spinal cords. (C). Pie chart illustrating the number of overlapping versus individual genes that are differentially regulated. (B-F) Gene Ontology terms enriched in gene specifically in (B) control regenerating or (E) genes common to all data sets or specific to uninjured tissue (F).

A. Uninjured

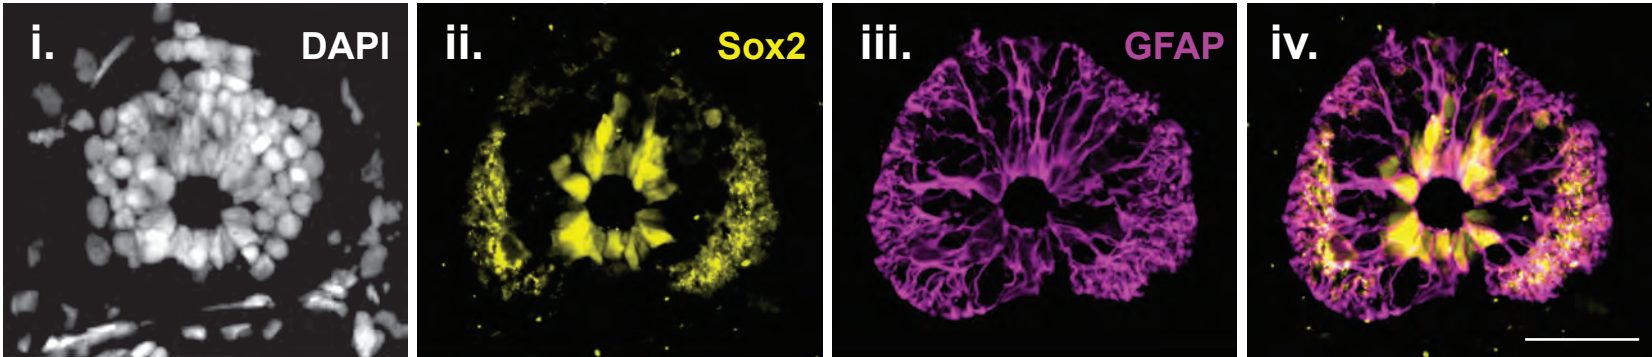

B. 4dpi Control

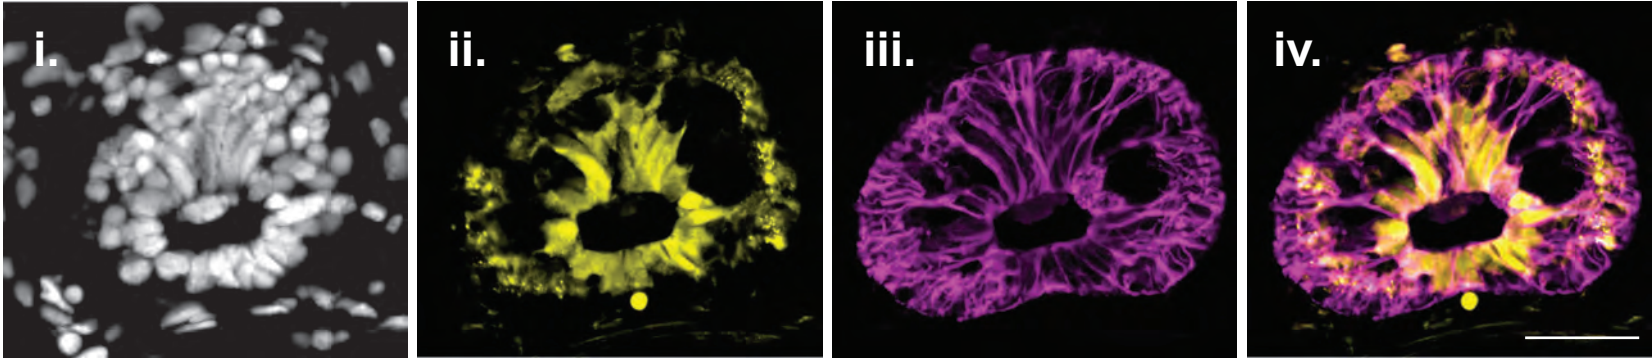

C. 4dpi Inhibitor

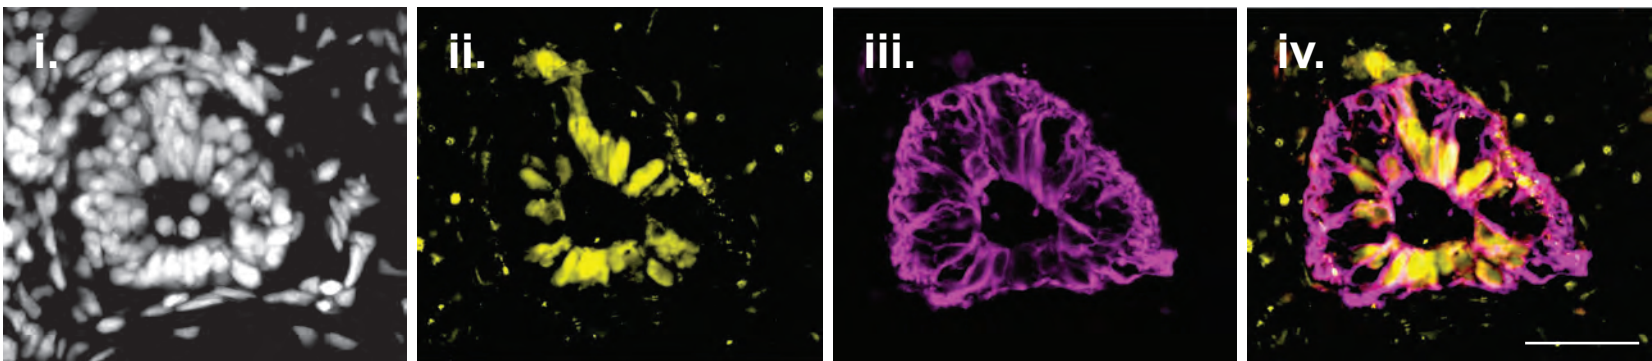

Fig. S2. Cells lining the central canal of the spinal cord co-express Sox2 and GFAP. Immunofluorescence staining of cross-sections of axolotl spinal cord with antibodies against GFAP and Sox2. In (A) uninjured, (B) 4dpi control and (C) miR-200a inhibitor treated samples (n=5), all Sox2+ ependymal glial cells lining the central canal are GFAP+. Scale bar= 50µm.

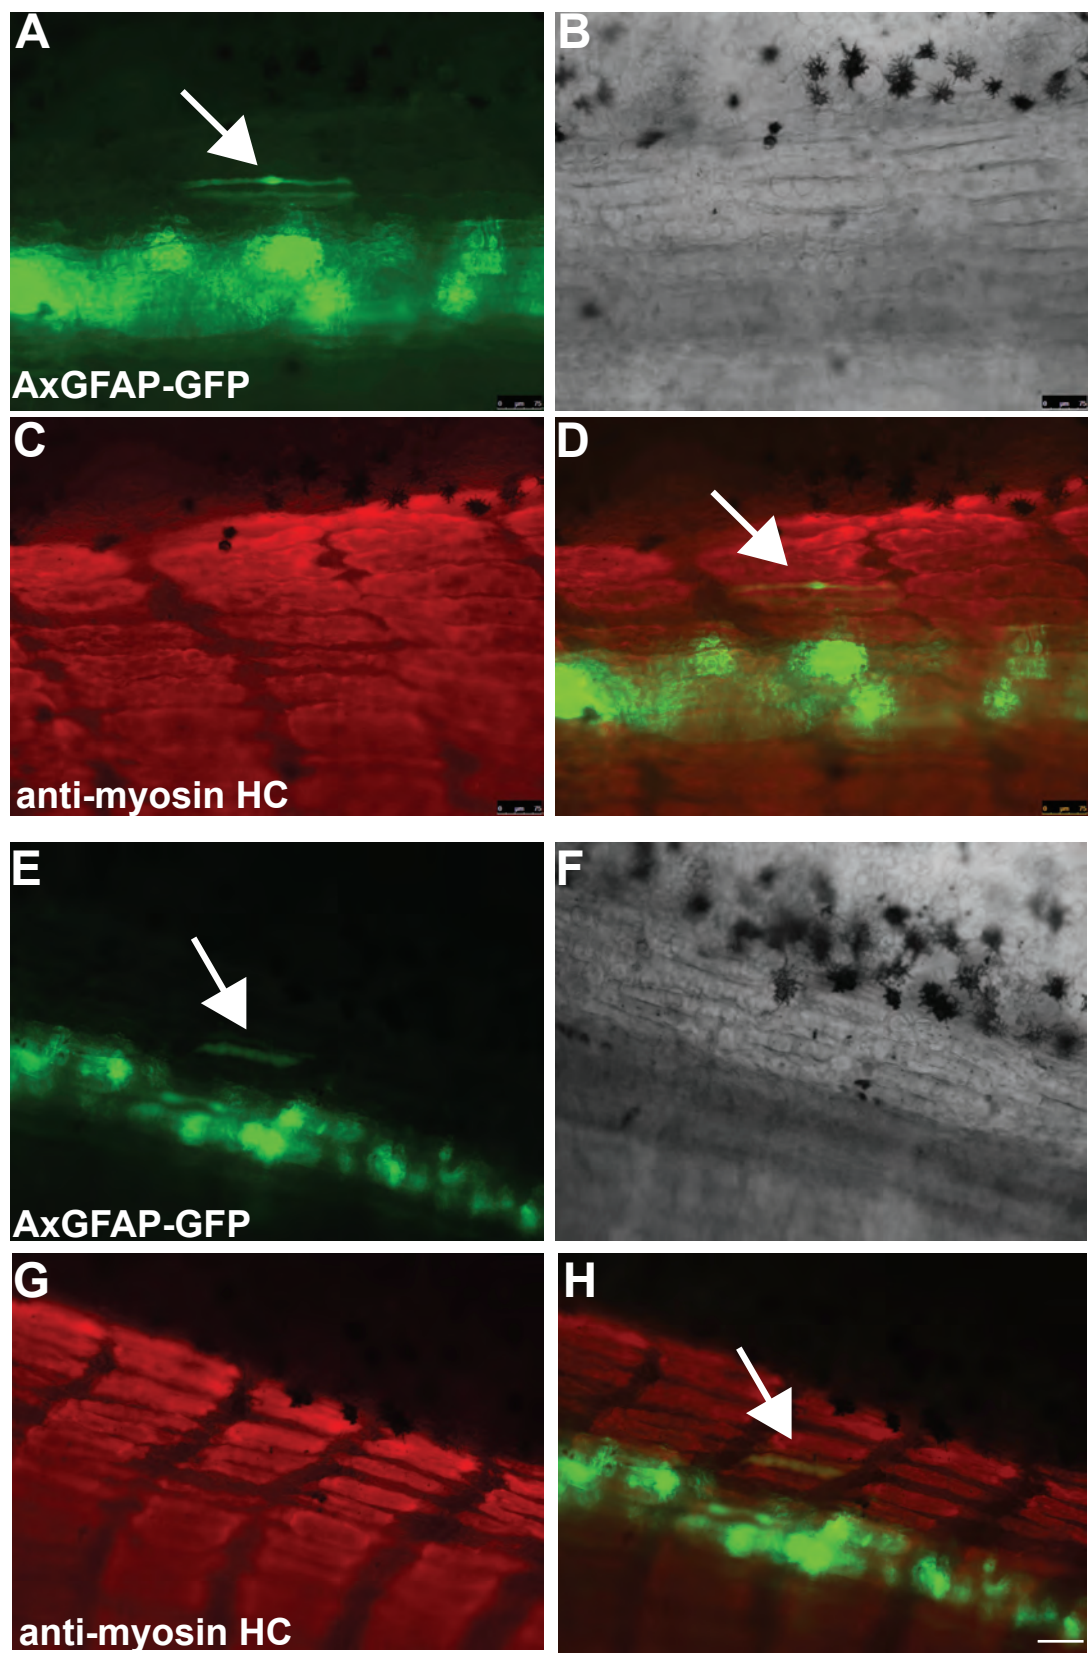

Fig. S3. Cells tracked in miR-200a inhibited animals exit the spinal cord and form muscle. Animals were fixed 14 days post injury. (A-D) Example 1, panel A cells labelled using axolotl GFAP promoter driving expression of GFP, cells within the spinal cord are out of focus, cells which have become muscle but still retain some GFP protein are in focus. (B) DIC image of the animals, (C) anti-myosin HC expression. (D) Overlay of the GFP with the anti-myosin HC staining. (E-H) Second example of cells exiting the spinal cord and becoming muscle after miR-200a knock-down. Arrows indicate muscle fibers. Scale bar = 75µm

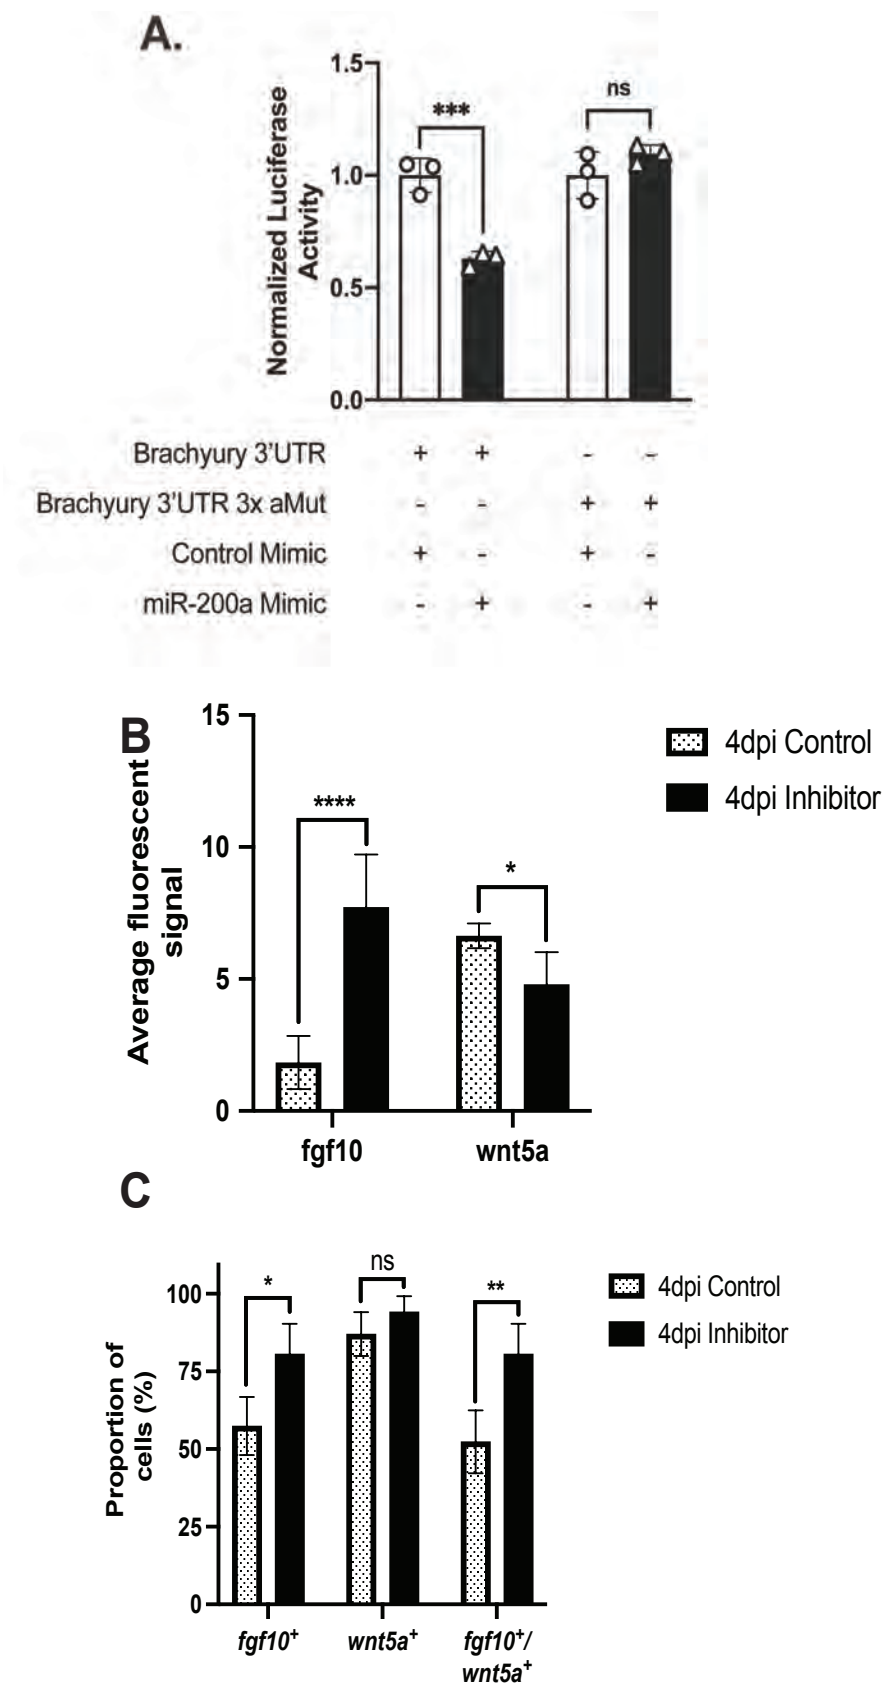

Fig. S4. Multiple miR-200 members directly regulate the brachyury 3' UTR. (A) Co-transfection of B35 cells with a brachyury 3' luciferase reporter and a miR-200a (A) or miR-200b (B) mimic results in decreased luciferase activity compared to the control mimic (n=5). Mutation of all miR-200a seed sequences in the brachyury 3' UTR alleviates this repression suggesting it is a direct target of miR-200 in axolotl (n=4). (B) miR-200a inhibition dysregulates fgf10 and wnt5a expression in the spinal cord. Quantification of the average fluorescent signal of fgf10 and wnt5a from in situ hybridization experiments (n=6). (C) Quantification of the portion of cells lining the central canal that express fgf10 or wnt5a and of those that express both fgf10 and wnt5 (n=6) *p≤0.05, *** p≤0.001, ****p≤0.0001. N.S. is not significant. Error bars represent ±S.T.D.

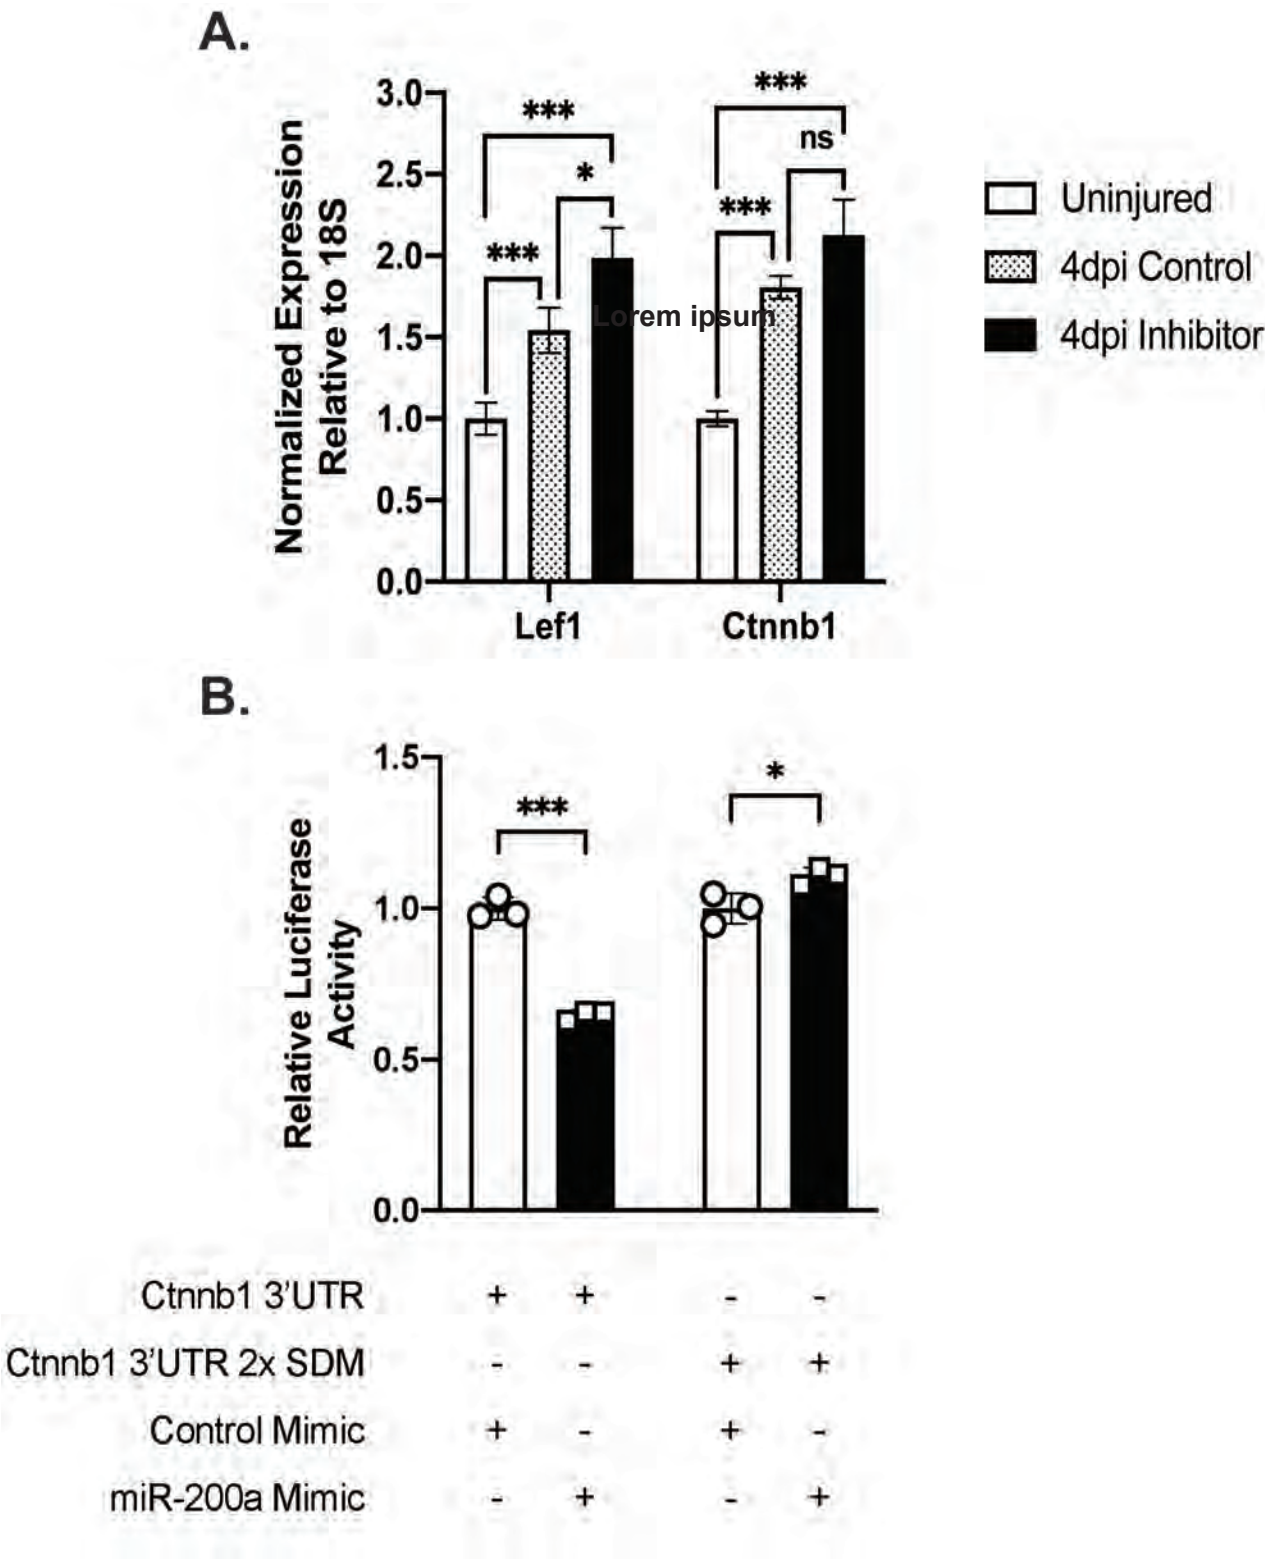

Fig. S5. miR-200a may regulate the expression of Wnt signaling components. (A) qRT-PCR analysis revealed that miR-200a inhibition leads to increased expression of Wnt signaling transcriptional components *lef1* and β -catenin. (B) Co-transfection of B35 cells with a β -catenin 3' UTR luciferase reporter and a miR-200a mimic leads to decreased luciferase activity compared to controls. Mutation of both miR-200a seed sequences in the β -catenin 3' UTR alleviates this repression (n=3). * $p \leq 0.05$, *** $p \leq 0.001$, N.S. is not significant. Error bars represent $\pm$ S.T.D.

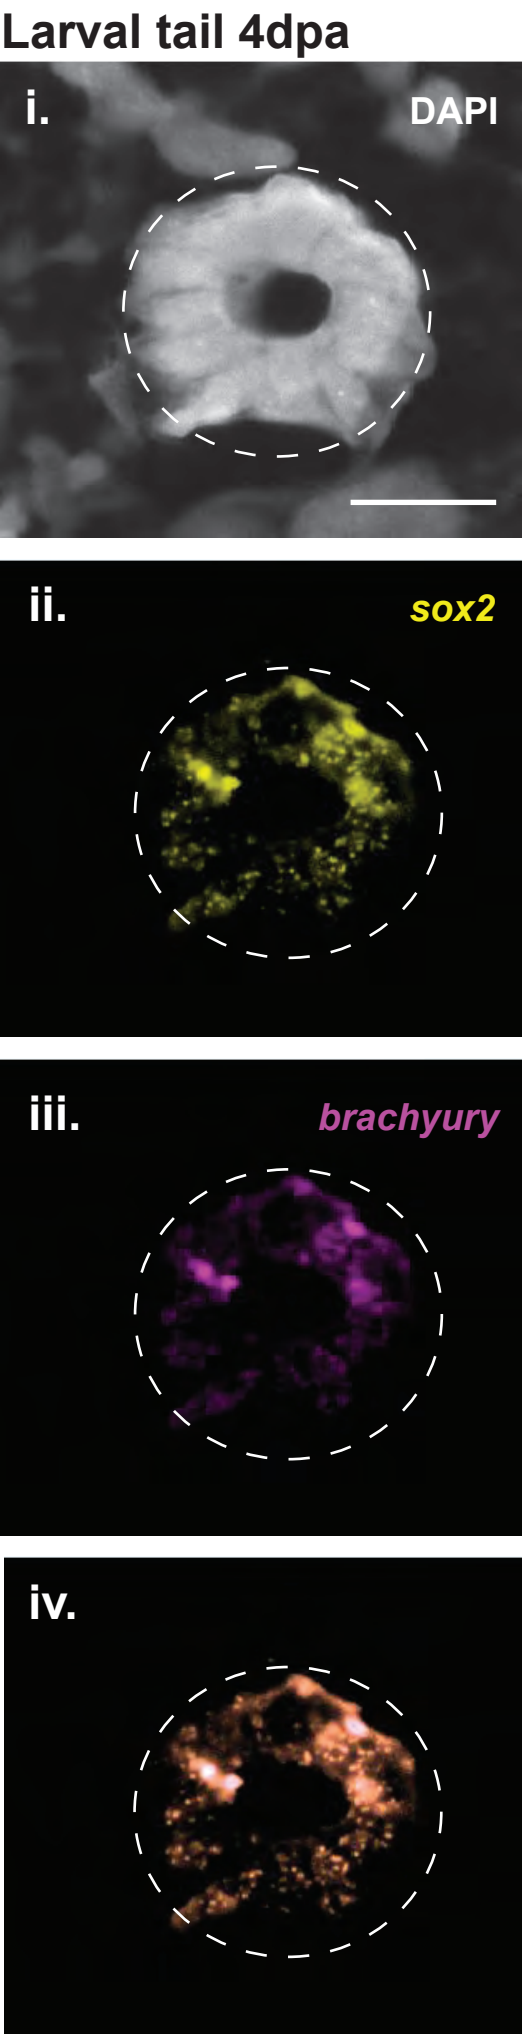

Fig. S6. *brachyury* is expressed in regenerating spinal cord stem cells following amputation in larval animals. At 4 days post amputation (dpa) both *sox2*) and *brachyury* (iii) are expressed in the spinal cord stem cells and share an overlapping expression pattern (iv)(n=6). Scale bar= 50µm.

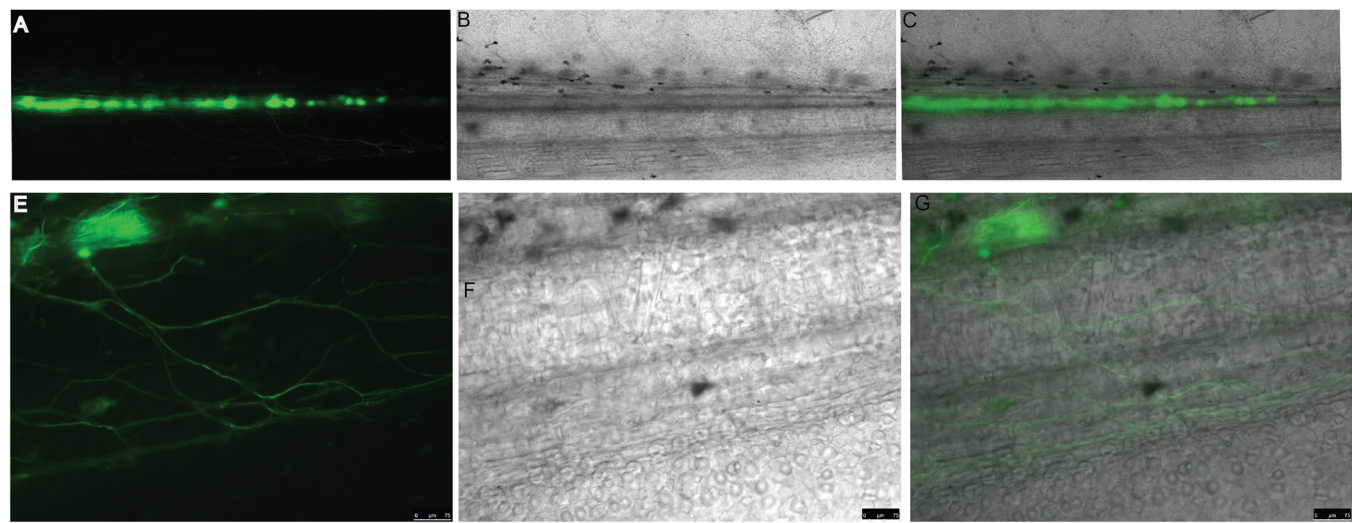

Fig. S7. GFP labelled cells in the spinal cord give rise to new glial cells (A-C), tiled overview image of the regenerating spinal cord 14 days post injury. Calls in the spinal cord can also give rise new neurons during regeneration (E-G) (iv) (n = 6). Scalebar = 50 μ m.

Table S1. All TPMs from transcriptional profiling of control and miR-200a inhibitor-treated samples.

[Click here to download Table S1](#)

How the deposited data were processed for this re-analysis (not part of the article)

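The authors deposited TPM per gene for 12 libraries, and their notes list Bowtie 0.12.1, RSEM 1.1.6 and DESeq2 1.16.1 without saying which step each did. No reads were mapped here, and the transcriptome, the genome build and the step that joined axolotl contigs to human gene names are not given in the sources used here. The file holds 15091 genes with human identifiers and symbols, no symbol occurs more than 1 time, and 25 symbols had been turned into dates and were read from the identifier instead. Each library sums to 1e+06 TPM, so read depth is unknown and no count model was fitted.

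Libraries were grouped by their labels into 4 groups of 3: uninjured control, 4 dpi control, uninjured miR-200a inhibitor and 4 dpi miR-200a inhibitor. Genes with at least 0.5 TPM in 3 libraries were kept, which left 14764. Values were taken as log2(TPM + 0.5) and fitted in limma 3.58.1 under R 4.3.3 with all 12 libraries, moderated variances with a trend and Benjamini-Hochberg adjustment within each comparison. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change above 1. The difference between the inhibitor's effects at 4 dpi and without injury was tested as an interaction, by adjusted p alone. Brachyury was also tested by exact permutation of the 6 libraries compared. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

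Lists of genes, 29 in all with at least 4 members each, were tested with camera at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry. Named genes are those of the paper, the 5 largest changes in each direction of a comparison among called genes with a mean of at least 5 TPM in the higher group, and up to 4 members of a list with the smallest adjusted p.

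The alternatives were a pseudocount of 1 or 0.1, no filter, a filter of 2 TPM, median-of-ratios scaling, quantile normalization, a fit of only the libraries compared, a replicate block, no trend, robust moderation, each library left out in turn, unadjusted p, an absolute log2 fold change above 2 and no fold threshold. Added after seeing the values were median-of-ratios scaling with unadjusted p, leaving out both control libraries numbered 1, and leaving out uninjured control libraries 1 and S2. Summing genes with the same symbol did not apply, since none repeats. A table that lists each alternative changing the call of a gene named in the paper was also added at that time, from the same fits.

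The code was tested on simulated data with 200 changed genes, 67 or 66 at each of 3 sizes. At a log2 fold change of 1, 2 and 3 between the control groups, 14.9%, 47.8% and 81.8% of them had an adjusted p under 0.05 in limma. None of these had the wrong sign. The fold threshold was not applied there, so the full rule would find fewer of the smallest changes. A planted list was raised by 1 as well. Noise was drawn independently for each gene and no shift common to most genes was simulated, unlike in the inhibitor comparisons. Quantitative PCR, in situ hybridization, reporter and imaging data of the paper were not analysed here.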

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

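The genes and gene lists of this paragraph were flagged because the inhibitor's effect at 4 dpi differed from that without injury in an interaction test, and the paper does not report such a test. C1QTNF2 and C1QTNF9 differed by 6.84 (SE 0.92, adjusted p = 0.0195) and 8.52 (SE 0.78, adjusted p = 0.0012) on the log2 scale, and LYZ and PLBD1 by −1.97 (SE 0.23, adjusted p = 0.00857) and −2.98 (SE 0.37, adjusted p = 0.0116). Relative to the median gene, lists whose effect was shifted down at 4 dpi were cytosolic ribosomal proteins (−0.734, camera, adjusted p = 1.03e-26), initiation factors (−0.471, 0.0384), signal recognition and translocation into the endoplasmic reticulum (−0.41, 0.00645), mitochondrially encoded proteins (−2.425, 7.6e-05), leukocytes and macrophages (−1.039, 2.05e-10) and retinoid metabolism (−0.385, 0.0277). Lists whose effect was shifted up were neuronal differentiation factors (0.615, 0.00473), skeletal muscle (0.679, 0.0449), epidermis (0.89, 0.00204), Wnt targets (0.631, 0.00473), FGF targets (0.527, 0.0392) and immediate early genes (0.803, 0.03). Over 24 alternatives the direction of skeletal muscle turned under 3, and its call was lost in the same direction under 8. For initiation factors these counts were 1 and 10, and for immediate early genes 1 and 9. FGF targets lost their call under 12. With an estimated correlation none of these 12 lists passed. In 4 of 100 regroupings of the libraries, the real one included, as many or more genes differed, and the highest other count was 5772 against 4 in the real grouping. That count came from exchanging 2 of the 3 libraries between the 4 dpi groups, which nearly reverses their labels, so the inhibitor's own effect enters as a difference there.

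The results of this paragraph were flagged because they come from parts of the data that the paper does not discuss. They are the 12 leukocyte genes higher at 4 dpi in controls, the 9 leukocyte genes higher with the inhibitor without injury, and the 64 genes changed between 4 dpi and uninjured inhibitor libraries.

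The scaling tests of the first pattern were chosen after the result was seen, and the subunit test before. The comparisons with the median gene of each library, in this and the next patterns, replaced earlier forms that had been set aside. In inhibitor libraries the median ribosomal protein gene was higher and the median over all genes lower, without injury (−0.997) and at 4 dpi (−0.621). Without injury 58 of 77 ribosomal protein genes were called higher and 6201 of 14764 genes lower, and at 4 dpi 3 and 246 were. A fixed total moves all genes of a library by the same factor, which drops out of a change relative to the median gene. By that measure the 77 ribosomal protein genes rose by a median of 2.06 without injury, where the larger SD between libraries was 0.67. At 4 dpi the rise was 1.34, with an SD of 0.67, just above the bound of 2 SD. This relative rise had been seen before the test was chosen, so the values could hardly lie near 0. They describe the rise and are no independent test of the fixed total. For the genes called lower, 46.7% of the changed genes were lower without injury after median-of-ratios scaling, but that scaling centres the libraries, so an effect of the fixed total cannot be told apart. Small subunits lay above large subunits of the same complexes by 1.79 without injury and 1.19 at 4 dpi, in 8 of 8 complexes each. By library this difference was 1.72 to 2.69 with the inhibitor and 0.43 to 1.44 in controls. Relative to the median gene, the median fold change of the small subunits was 1.9 without injury and 1.15 at 4 dpi. For ribosomal protein genes it was 2.18 and 1.36. Transcript length or RNA quality may therefore explain much of the pattern. Which of these acts stays open, since RNA quality and fragment lengths are not given in the sources used here.

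For the second pattern the scaling and notochord tests were chosen after the result was seen, and the noise test before. Brachyury was higher at 4 dpi with the inhibitor. Notochord and floor plate genes low in the controls had a median change of 0.19, against 3.12 for brachyury, which argues against carried-over notochord. Among genes at a similar TPM 0.489% rose by as much, but the paper picked brachyury for its rise in these libraries, so this leaves noise open. After scaling its log2 fold change went from 2.5 (SE 0.54, adjusted p = 0.0471) to 2.89 (SE 0.52, adjusted p = 0.0758), and the call ended because few other genes passed, which raises the adjustment. Relative to the median gene of each library brachyury rose by 3.1, where the larger SD between libraries was 0.96. This rise had been seen before the test was chosen, so the value is no independent test of the fixed total.

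For the third pattern both tests were chosen after the result was seen. Leukocyte genes as a list were higher relative to other genes with the inhibitor without injury, with 9 of 31 called higher, 4 lower and 18 not passing. On the deposited TPM camera called this list at the preset correlation and not with an estimated one. Relative to the median gene of each library the 31 genes rose by a median of 1.41, where the larger SD between libraries was 0.27. As above, this rise had been seen before the test was chosen, so the value is no independent test of the fixed total. Red blood cell genes had a median change of 0.49 with a spread between genes of 2.07, against 1.44 for leukocyte genes, so blood in the dissected tissue cannot be told apart from leukocytes within it. In the same comparison the small subunits of the complexes above rose by 1.9 relative to the median gene. Whether transcript length or RNA quality also raised the leukocyte genes was not tested. The source of these transcripts stays open.

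Regroupings of 3 libraries against 3 are too few for a share under 0.05, with 10 splits per comparison. Between the control groups 3 of 10 splits gave as many changed genes, and the highest other count was 1342 against 138. So high a count points to a structure of the samples. The common number 1 alone does not describe it, since the 4 splits with the control libraries numbered 1 on the same side gave 1342, 366, 1 and 0 genes. The real split alone reached its own count, 1 of 10, for the inhibitor without injury (6691, highest other 1), at 4 dpi (277, highest other 1), for 4 dpi inhibitor against uninjured control (4601, highest other 0) and against uninjured inhibitor (64, highest other 0).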

How the results depend on the processing

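Counts of changed genes moved with many settings, and the cause was not tested. Median-of-ratios scaling gave 4168 genes for the inhibitor without injury (2221 higher, 1947 lower), 11 at 4 dpi, 184 for 4 dpi against uninjured inhibitor and 11 changed in both states. Quantile normalization gave 2863 without injury (1722 higher, 1141 lower), 7 at 4 dpi, 2975 for 4 dpi inhibitor against uninjured control, 7 interaction genes and 7 in both states. With only the libraries compared in the fit there were 5 between the controls, 4402 for the inhibitor without injury (420 higher, 3982 lower), 1201 at 4 dpi (68 higher, 1133 lower), 608 for 4 dpi against uninjured inhibitor and 729 in both states. With a replicate block there were 928 between the controls (407 higher, 521 lower), 445 for the inhibitor at 4 dpi (33 higher, 412 lower) and 1514 for 4 dpi against uninjured inhibitor. Deviations from the group mean correlated at r = 0.51 between the control libraries numbered 1, at 0.27 between those numbered 5 and at −0.29 to 0.2 in the other 9 pairs with a common number, so whether the numbers mark paired libraries stays open. A filter of 2 TPM gave 451 at 4 dpi (39 higher, 412 lower) and 389 in both states, and no trend in the variance gave 0 for each. Unadjusted p gave 817 between the controls (478 higher, 339 lower), 2446 for the inhibitor at 4 dpi (100 higher, 2346 lower), 1694 for 4 dpi against uninjured inhibitor and 1995 in both states. An absolute log2 fold change above 2 gave 2048 without injury (53 higher, 1995 lower), 30 at 4 dpi (11 higher, 19 lower), 999 for 4 dpi inhibitor against uninjured control, 36 for 4 dpi against uninjured inhibitor and 12 in both states. Leaving out 1 library gave 85 to 311 between the controls, 0 to 1748 for the inhibitor at 4 dpi, 2500 to 5851 for 4 dpi inhibitor against uninjured control, 8 to 461 for 4 dpi against uninjured inhibitor, 1 to 10 interaction genes and 0 to 1106 in both states. Chosen after seeing the values, leaving out both control libraries numbered 1 gave 280 between the controls, 10 for the inhibitor at 4 dpi, 663 for 4 dpi against uninjured inhibitor and 10 in both states. Leaving out uninjured control libraries 1 and S2, also chosen after seeing the values, leaves 1 uninjured control library, so the other groups give the spread, and gave 2115 without injury, 2142 at 4 dpi, 1605 for 4 dpi inhibitor against uninjured control, 646 for 4 dpi against uninjured inhibitor, 7 interaction genes and 725 in both states. Median-of-ratios scaling with unadjusted p, chosen after seeing the values, gave 813 between the controls (450 higher, 363 lower), 1265 for the inhibitor at 4 dpi (1010 higher, 255 lower) and 1936 for 4 dpi against uninjured inhibitor. Brachyury without injury had a log2 fold change of 1.66 (adjusted p = 0.028) after median-of-ratios scaling, 1.99 (0.0242) after quantile normalization and 0.74 to 1.67 with 1 library left out. At 4 dpi it had 2.89 (0.0758) and 3.11 (0.088) after these scalings, 2.5 (0.0887) with no trend, 2.25 (0.0666) without both control libraries numbered 1, and 2.25 to 2.96 with 1 library left out. LEF1 without injury reversed to 0.18 (adjusted p = 0.732) after quantile normalization. With an estimated correlation camera called 1 gene list between the controls and 0 for the inhibitor without injury, at 4 dpi and in the interaction. At the preset correlation camera called, at 4 dpi, 6 lists after median-of-ratios scaling (4 up, 2 down), 7 after quantile normalization (4 up, 3 down), 5 with only the libraries compared (4 up, 1 down), 5 without both control libraries numbered 1, 5 without uninjured control libraries 1 and S2, and 3 to 5 with 1 library left out. Without uninjured control libraries 1 and S2 it called 10 lists without injury and 6 in the interaction. In the interaction it called 7 with a replicate block (2 up, 5 down) and 6 to 15 with 1 library left out, and between the controls 5 to 14. Among named genes the call was the same under every alternative for 53 of 91 between the controls, 38 of 89 without injury, 25 of 89 at 4 dpi and 0 of 8 for 4 dpi against uninjured inhibitor.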

Differences from the paper's values

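A value counts as within reach of the paper's when the larger is at most 1.5 times the smaller. Between the control groups the paper gives 1163 changed genes, at a P that its text does not call adjusted, and 138 were found here at an adjusted p. Of the alternatives planned before the data were examined, a replicate block (928) and unadjusted p (817) came within reach of the paper's value and 23 did not. Uninjured control library S2 is alone in its block, so the block takes it out of this comparison. Median-of-ratios scaling with unadjusted p, chosen after seeing the values, gave 813.

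For the inhibitor without injury the paper gives 2760 genes higher and 3475 lower, and 490 and 6201 were found here. For the higher genes median-of-ratios scaling (2221) came within reach and 24 alternatives did not. For the lower genes a fit of only the libraries compared (3982), a replicate block (4922) and leaving out uninjured control library 1 (4324) or uninjured inhibitor library 5 (4387) or 7 (4499) did, and 20 did not. Of those chosen after seeing the values, median-of-ratios scaling with unadjusted p gave 2342 higher and 2530 lower, and leaving out both control libraries numbered 1 gave 4871 lower.

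For the inhibitor at 4 dpi the paper gives 1007 changed genes, 797 of them higher, and 277 and 31 were found here. For all changed genes a fit of only the libraries compared (1201) and leaving out uninjured control library S2 (1233) or 4 dpi control library 5 (1113) came within reach, and 22 alternatives did not. For the higher genes none of 25 did, and the highest was 100. Median-of-ratios scaling with unadjusted p, chosen after seeing the values, gave 1265 changed and 1010 higher.

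In the pie chart (Fig. 1B, read by eye) about 900 genes change in both states, about 760 higher and about 140 lower in both, and about 110 only at 4 dpi. Here 241, 25, 214 and 36 were found. For genes changed in both states a fit of only the libraries compared (729) and leaving out uninjured control library 1 (1106), library S2 (1014) or 4 dpi control library 5 (955) came within reach and 21 did not, and leaving out uninjured control libraries 1 and S2, chosen after seeing the values, gave 725. For genes higher in both none of 25 did, and the highest was 79. For genes lower in both a pseudocount of 1 (192) or 0.1 (208) and no filter (152) did, and 22 did not. For genes only at 4 dpi a replicate block (91) and leaving out 4 dpi control library 5 (158) did, and 23 did not.

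The paper has more genes higher than lower at 4 dpi with the inhibitor, and here 246 of 277 were lower on the deposited TPM. After median-of-ratios scaling 11 were higher and 0 lower by limma, and that scaling with unadjusted p, chosen after seeing the values, gave 1010 higher and 255 lower, the paper's direction. The paper names tdrd9, acap1, eme1 and zfp324b among the most upregulated genes and slc6a6, brsk1, slc6a14, arhgap8 and neurog1 among the most downregulated. The legend of Fig. 1C sets control against inhibitor with and without injury, and the text does not say which comparison holds for each gene. Without injury TDRD9, NEUROG1 and SLC6A6 passed here (adjusted p = 0.0019, 0.00334 and 0.00902), BRSK1 did without uninjured control library 5 (0.0467), ARHGAP8 did with a replicate block (0.0288), and ACAP1, EME1, ZNF324B and SLC6A14 did not. In 4 dpi inhibitor against uninjured control, a column of Fig. 1C, EME1, SLC6A6 and NEUROG1 passed (adjusted p = 0.013, 0.009 and 0.00475). In 4 dpi inhibitor against 4 dpi control none of the 9 passed. There EME1 passed without uninjured control library 1 (adjusted p = 0.0348) or S2 (0.0445) and in a fit of only the libraries compared (0.044), BRSK1 without uninjured control library S2 (0.0335) and in a fit of only the libraries compared (0.0469), and NEUROG1 without uninjured control library 1 (0.0422). Leaving out uninjured control libraries 1 and S2, chosen after seeing the values, called EME1 (0.0322), BRSK1 (0.0209) and NEUROG1 (0.0423). Of the genes that the paper lists for neuronal differentiation and synaptic transmission, NEUROD4, CHRNB1, GABRA4 and SLC18A3 did not pass at 4 dpi and did without uninjured control library 1 (adjusted p = 0.0404, 0.0248, 0.0268 and 0.0213). Also called were CHRNB1, GABRA4 and SLC18A3 without uninjured control library S2 (0.0252, 0.0326 and 0.0338), in a fit of only the libraries compared (0.0412, 0.044 and 0.044) and with a replicate block (0.0447, 0.0453 and 0.0444). NEUROD4 and SLC18A3 were called without 4 dpi control library 5 (0.0443 and 0.0415), and SLC18A3 with a filter of 2 TPM (0.0488). Leaving out uninjured control libraries 1 and S2, chosen after seeing the values, called NEUROD4 (0.0383), CHRNB1 (0.0165), GABRA4 (0.0182) and SLC18A3 (0.0165).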

Other observations

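Single genes of muscle, endothelium, cartilage and myelin fell with the inhibitor in uninjured spinal cords. MYH1, a fast muscle myosin that may share reads with its paralogs, fell from 2460 ± 1380 TPM to 242 ± 86.8 TPM (mean ± SD, n = 3 libraries; log2 fold change −3.17, SE 0.5, adjusted p = 0.00186 from limma, and −2.22 after median-of-ratios scaling). PYGM, the muscle glycogen phosphorylase, fell from 563 ± 61.2 to 144 ± 75.5 TPM, and of 36 skeletal muscle genes 24 were lower, 1 was higher and 11 did not pass, with 10 lower and 1 higher after the scaling. SOX18, of endothelial cells, fell from 8.07 ± 4.86 to 0.329 ± 0.116 TPM, with 7 of 16 endothelial genes lower and 2 after the scaling. COL9A2, a cartilage collagen, fell from 85.5 ± 0.904 to 15.7 ± 7.57 TPM, while 11 of 33 connective tissue genes were lower and 1 higher, against 5 and 7 after the scaling, and their median lay 0.37 above that of all genes. MAG, of myelin, fell from 38.9 ± 48.1 to 2.86 ± 1.2 TPM, with 8 of 17 oligodendrocyte genes lower and 1 after the scaling. The chaperone gene HSP90AB1 fell from 967 ± 345 to 220 ± 64.2 TPM and HSPE1, a small chaperone of mitochondria, rose from 311 ± 103 to 761 ± 38 TPM. Their list had 1 of 23 genes higher and 10 lower, against 2 and 2 after the scaling. PCNA, of DNA replication, rose from 84.1 ± 39.3 to 190 ± 28 TPM. Camera called none of the muscle, endothelium, connective tissue, oligodendrocyte and heat shock lists (adjusted p = 0.129, 0.453, 0.387, 0.595 and 0.727).

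Between the control groups DKK1, a Wnt antagonist, rose from 0.647 ± 0.413 to 4.94 ± 1.58 TPM at 4 dpi (log2 fold change 2.26, SE 0.41, adjusted p = 0.0168, and 0.00732 to 0.286 over its alternatives). ATF3, an immediate early factor of injured neurons, rose from 1.5 ± 1.23 to 9.18 ± 1.95 TPM (log2 fold change 2.42, SE 0.41, adjusted p = 0.00964, and 0.00084 to 0.287 over its alternatives). Without 4 dpi control library 6 neither passed (adjusted p = 0.0988 and 0.0684), and without uninjured control library 5 DKK1 did not (0.0763). Between 4 dpi and uninjured inhibitor libraries 60 genes were higher and 4 lower, and LYZ rose from 682 ± 59.5 to 1750 ± 148 TPM (log2 fold change 1.36, adjusted p = 0.00397).

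Genes that the paper measured by other methods or names in its text had these values with the inhibitor. Without injury GFAP, of glia, was at 1280 ± 965 TPM in control and 412 ± 201 TPM with the inhibitor (log2 fold change −1.43, adjusted p = 0.0369), PAX7 at 16.6 ± 6.93 and 6.03 ± 1.23 TPM (−1.34, 0.00946), SHH at 52 ± 40.1 and 17.8 ± 2.93 TPM (−1.27, 0.0443), CTNNB1 at 133 ± 59.1 and 62.5 ± 5.85 TPM (−1, 0.0142), LEF1 at 2.94 ± 1.66 and 0.93 ± 0.319 TPM (−1.14, 0.044), WNT5A at 10.1 ± 4.56 and 4.05 ± 3 TPM (−1.33, 0.0184), WNT3A at 6.02 ± 4.91 and 0.435 ± 0.207 TPM (−2.45, 0.00918) and RBFOX3 at 22.9 ± 19.3 and 1.73 ± 0.95 TPM (−3.09, 0.00283). After median-of-ratios scaling WNT3A (−1.81, adjusted p = 0.0202) and RBFOX3 (−2.27, 0.00561) passed and the other genes did not. JUN (−0.95, adjusted p = 0.034) was short of the fold threshold, and FGF8 (−1.16, 0.0515), FGF10 (−0.44, 0.304), WNT8A (−0.87, 0.0829) and PAX6 (−1.17, 0.0908) did not pass, with FGF10 at 0.38 after the scaling.

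Single libraries decided several of these calls without injury, and a replicate block ended some. With the block LEF1 (−0.4, adjusted p = 0.394 from limma) and WNT5A (−1.2, 0.0747) did not pass, and CTNNB1 (−0.96) fell short of the fold threshold. GFAP did not pass without uninjured control library 1 (adjusted p = 0.161) or 5 (0.0711) or uninjured inhibitor library 5 (0.0982) or 6 (0.115), and WNT5A not without uninjured control library 1 (0.069) or uninjured inhibitor library 5 (0.0706) or 7 (0.0811). LEF1 did not pass without uninjured control library 1 (0.128) or S2 (0.12), 4 dpi control library 6 (0.061), uninjured inhibitor library 5 (0.0771), 6 (0.0601) or 7 (0.141), or 4 dpi inhibitor library 5 (0.0611), 6 (0.0587) or 7 (0.0613). SHH did not pass without uninjured control library 1 (0.194), 4 dpi control library 6 (0.0567), uninjured inhibitor library 5 (0.123), 6 (0.0706) or 7 (0.0763), or 4 dpi inhibitor library 5 (0.0575), 6 (0.0592) or 7 (0.0582). CTNNB1 fell short of the fold threshold without uninjured control library 1 (−0.67) or uninjured inhibitor library 5 (−0.96) or 6 (−0.98). FGF8 passed without uninjured control library S2 (0.0335), 4 dpi control library 1 (0.0304) or 6 (0.0449) or uninjured inhibitor library 6 (0.0457), PAX6 without uninjured control library S2 (0.0299), and JUN without uninjured control library 5 (0.00932) or uninjured inhibitor library 6 (0.0338).

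At 4 dpi none of these genes passed in the main fit, which holds all libraries and no replicate block. GFAP was at 520 ± 271 TPM in control and 106 ± 25.1 TPM with the inhibitor (log2 fold change −2.2, SE 0.53, adjusted p = 0.05, and 0.0165 to 0.221 over its alternatives). SOX2 was at 72.1 ± 39.8 and 22.6 ± 3.2 TPM (−1.51, adjusted p = 0.0809), CTNNB1 at 142 ± 41.3 and 69.9 ± 11.1 TPM (−0.99, 0.0653) and PAX7 at 13.1 ± 4.37 and 5.46 ± 1.35 TPM (−1.17, 0.0682). Without uninjured control library 1 GFAP (0.0213), SOX2 (0.0252) and PAX7 (0.0305) passed, without library S2 GFAP (0.0265) and PAX7 (0.0494), and without 4 dpi control library 5 GFAP (0.0378), SOX2 (0.046), PAX7 (0.0452) and CTNNB1 (0.047). In a fit of only the libraries compared GFAP (0.0412) and SOX2 (0.0481) passed. The log2 fold change was −0.6 for JUN (adjusted p = 0.23), −0.73 for LEF1 (0.249), −0.52 for WNT3A (0.557), −0.14 for WNT5A (0.81), −0.94 for WNT8A (0.134), −0.15 for FGF8 (0.813), −0.14 for FGF10 (0.784), −0.43 for SHH (0.52), −0.82 for PAX6 (0.302) and −1.35 for RBFOX3 (0.145). After the scaling JUN (0.04), WNT5A (0.48), FGF8 (0.35), FGF10 (0.45) and SHH (0.2) were above 0. By qRT-PCR the paper reports fgf10 and lef1 significantly higher and ctnnb1 slightly higher with the inhibitor at 4 dpi. On the deposited TPM none of these 3 was higher here. The paper reports no significant change of wnt3a and wnt8a. Its cell counts gave a larger proportion of Sox2-positive cells with the inhibitor, a protein measure at a later time.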
